# Macrophage-Specific Connexin 43 Knockout Protects Mice from Obesity-Induced Inflammation and Metabolic Dysfunction

**DOI:** 10.3389/fcell.2022.925971

**Published:** 2022-06-21

**Authors:** Cheoljun Choi, Abhirup Saha, Seungchan An, Yoon Keun Cho, Heeseong Kim, Minsoo Noh, Yun-Hee Lee

**Keywords:** connexin 43, macrophage, adipose tissue remodeling, obesity, inflammation

## Abstract

Adipose tissue macrophages are a major immune cell type contributing to homeostatic maintenance and pathological adipose tissue remodeling. However, the mechanisms underlying macrophage recruitment and polarization in adipose tissue during obesity remain poorly understood. Previous studies have suggested that the gap junctional protein, connexin 43 (Cx43), plays a critical role in macrophage activation and phagocytosis. Herein, we investigated the macrophage-specific roles of Cx43 in high fat diet (HFD)-induced pathological remodeling of adipose tissue. Expression levels of Cx43 were upregulated in macrophages co-cultured with dying adipocytes *in vitro*, as well as in macrophages associated with dying adipocytes in the adipose tissue of HFD-fed mice. Cx43 knockdown reduced lipopolysaccharide (LPS)-induced ATP release from macrophages and decreased inflammatory responses of macrophages co-cultured with dying adipocytes. Based on global gene expression profiling, macrophage-specific Cx43-knockout (Cx43-MKO) mice were resistant to HFD-induced inflammatory responses in adipose tissue, potentially *via* P2X7-mediated signaling pathways. Cx43-MKO mice exhibited reduced HFD-induced macrophage recruitment in adipose tissue. Moreover, Cx43-MKO mice showed reduced inflammasome activation in adipose tissues and improved glucose tolerance. Collectively, these findings demonstrate that Cx43 expression in macrophages facilitates inflammasome activation, which, in turn, contributes to HFD-induced metabolic dysfunction.

## 1 Introduction

Obesity is characterized by abnormal fat accumulation, and its growing prevalence is closely associated with a high incidence of chronic metabolic diseases, including type 2 diabetes and cardiovascular diseases (Srivastava and Apovian, 2017). Adipose tissue dysfunction is one of the major contributing factors to the pathogenesis of obesity-related metabolic diseases (Srivastava and Apovian, 2017). Typically, the abnormal expansion of adipose tissue appears to be accompanied by the recruitment of pro-inflammatory immune cells, and these chronic inflammatory responses can lead to insulin resistance in multiple metabolic organs (Reilly and Saltiel, 2017).

Macrophages are a major immune cell type present in adipose tissues (Epelman et al., 2014). Notably, changes in macrophage phenotype and polarization status can contribute to the development of obesity-related diseases (Lee et al., 2010). For example, adipose tissue of individuals with obesity recruits pro-inflammatory macrophages (Reilly and Saltiel, 2017), whereas anti-inflammatory macrophages participate in tissue remodeling and homeostasis of adipose tissue (White and Ravussin, 2019). However, precise mechanisms underlying macrophage recruitment to adipose tissue during obesity need to be comprehensively elucidated.

Connexin, a gap junctional protein, plays a key role in gap junctional communication between cells, allowing the conduction of small molecules. For example, gap junction-mediated coupling of electrical stimuli between cells, such as cardiomyocytes, is critical for propagating electrical action potential (Evans and Martin, 2002). In addition to gap junctional channels, connexins can form hemichannels. Previous studies have indicated that connexin 43 (Cx43) hemichannels can induce ATP release from inflammatory cells and consequently regulate the autocrine activation of macrophages via ATP signaling (Dosch et al., 2019).

In the present study, we investigated the pathophysiological role of Cx43 using a co-culture system of dying adipocytes with adipose tissue macrophages and a macrophage-specific Cx43 knockout (KO; Cx43-MKO) mouse model. Interestingly, Cx43 expression was upregulated in macrophages co-cultured with dying adipocytes, as well as in adipose tissue of mice fed a high-fat diet (HFD). Cx43 knockdown reduced extracellular ATP levels and inflammatory responses in macrophages *in vitro*. *In vivo*, Cx43-MKO mice were protected against HFD-induced inflammation and glucose intolerance.

## 2 Materials and Methods

### 2.1 Animals

All animal protocols were reviewed and approved by the Institutional Animal Care and Use Committee at Seoul National University (SNU-181120–3, SNU-191204-4–1). All animal experiments were conducted in strict compliance with the guidelines for humane care and use of laboratory animals specified by the Ministry of Food and Drug Safety. Male mice were used for experiments. Mice were housed at 22 ± 1°C and maintained on a 12-h light/12-h dark cycle with free access to food and water at all time. C57BL/6 mice were purchased from Central Lab. Animal Inc. *Csf1r*-CreER (Qian et al., 2011) (stock# 019,098, FVB-Tg (Csf1r-cre/Esr1*)1Jwp/J), and *Gja1* ^flox/flox^ (stock #008039, B6.129s7-Gja1tm1Dlg/J) (Rios et al., 2001) mice were purchased from the Jackson Laboratory. *Csf1r-*CreER mice and *Gja1* ^flox/flox^ mice were crossed to produce inducible macrophage-specific connexin 43 (Cx43) KO mice (Csf1r-CreER/Gja1 ^flox/flox^: Cx43-MKO mice). For wild type (WT) control, Gja1 floxed mice (Gja1^flox/flox^) without CreER were used. For Cre recombination, Cx43-MKO mice and WT controls were treated with tamoxifen (75 mg/kg/day, Cayman) dissolved in sunflower oil by oral gavage for five consecutive days. Experiments were started 10 days after the last dose of tamoxifen. For HFD experiment, Cx43-MKO and WT mice were fed a 60% fat diet (Research Diet) or normal chow diet (NCD) for 8 weeks (n = 6 per condition: WT-NCD, WT-HFD, Cx43-MKO-NCD, Cx43-MKO-HFD). For intraperitoneal glucose tolerance test and insulin tolerance test, mice were given D-glucose (2 g/kg body weight, 200 mg/ml, Sigma) and insulin (0.75 U/kg body weight, Sigma) by intraperitoneal injection, respectively, and blood glucose levels were measured at indicated time points (*n* = 6 per condition)

### 2.2 Western Blot Analysis

Western blot analysis was performed as described previously (Lee et al., 2015). Briefly, protein was extracted in RIPA buffer (Thermo Fisher) containing protease inhibitors (Sigma) and phosphatase inhibitors (Roche). Resolved proteins were transferred to polyvinylidene difluoride (PVDF) membranes, the membranes were incubated with blocking buffer (5% skim milk Tris Buffered Saline with Tween® 20), primary and secondary antibodies. The antibodies used for western blot are listed in Supplementary Table S1.

### 2.3 Gene Expression Analysis

Quantitative PCR was performed as described previously (Lee et al., 2015). Briefly, RNA was extracted using TRIzol® reagent (Invitrogen), and was reverse transcribed using a cDNA synthesis kit (Applied Biosystems). 100ng of cDNA was subjected to quantitative polymerase chain reaction (qPCR) in 20-μL reaction volumes (iQ SYBR Green Supermix, Bio-Rad) with 100 nM primers. qRT-PCR was performed using SYBR Green dye and CFX Connect Real-time system (Bio-Rad) for 45 cycles and fold change for all samples was calculated by using the 2−ΔΔCt method. The primers used for qPCR are listed in Supplementary Table S2. Peptidylprolyl Isomerase A (PPIA) was used as a housekeeping gene for mRNA expression analysis. Primers used for qRT-PCR were described previously (Kwon et al., 2016; Lee et al., 2016).

### 2.4 RNA Sequencing Analysis

RNA sequencing (RNA-seq) analyses were performed as previously described. Briefly, Trizol reagent (Invitrogen) was used for total RNA extraction of gWAT, according to the manufacturer’s instruction. RNA integrity number (RIN), rRNA ratio, and concentration of samples were verified on an Agilent Technologies 2100 Bioanalyzer (Agilent Technology) using a DNA 1000 chip. For RNA-seq analysis, cDNA libraries were constructed with the TruSeq mRNA Library Kit using 1 mg of total RNA. The total RNA was sequenced by the NovaSeq 6000 System (Macrogen).

Raw sequenced reads were trimmed for adaptor sequence, and then HISAT2 v2.1.0 was used to map the trimmed reads to the reference genome. After read mapping transcript assembly was performed with Stringtie v1.3.4 days and calculated raw transcription profiles as a fragment per Kilobase of transcript per Million mapped reads (FPKM) for each gene and each sample (Fiechter et al., 2021).

The DESeq2 package (v.1.24.0) was used to normalize read counts and determine differentially expressed genes (DEGs) among samples (Love et al., 2014). DEGs were defined by a cut-off values of 1.5-fold change and *p* value <0.05. Principal component analysis (PCA) was performed for selection of variable genes and dimensionality reduction using *prcomp* function in R v.3.6.1 (R Core Team, Vienna, Austria). The Hallmark gene sets (h.all.v7.5.symbols) were used for the Gene Set Enrichment Analysis (GSEA, v.4.0.3) by using the list of genes pre-ranked by principal component (PC) one loadings (Subramanian et al., 2005). Module scores were obtained by calculating the average of Z-normalized expression levels of genes in each gene set. Using the lists of DEGs, gene ontology (Subramanian et al.) enrichment analysis was performed with gene ontology biological process enrichment analysis as previously described (Ahn et al., 2019) and gprofiler2 v.0.2.0 package (Raudvere et al., 2019).

### 2.5 Histology

Adipose tissue was processed for histological sections, and 5 μm-thick paraffin sections were subjected to hematoxylin/eosin (H/E) staining or immunohistochemical analysis, as previously described (Lee et al., 2017). Anti-F4/80 antibody (rat, 1; 100, Serotech) and anti-Cx43 antibody (rabbit, 1:100, Cell Signaling) were used for immunohistological analysis. Fluorescence intensity of images was analyzed by using ImageJ software.

### 2.6 SVC and Adipocyte Fractionation and Flow Cytometry

Stromovascular cells (SVC) and adipocytes from gonadal white adipose tissue (gWAT) were fractionated, as previously described (Lee et al., 2012; Lee et al., 2017; Cho et al., 2019). Live cells were processed for cell surface marker staining. Antibodies used for flow cytometry analysis were the following: anti-F4/80-APC and CD11c-BV421 (Biolegends). Anti-F4/80-FITC (Biolegends), anti-Cx43 (rabbit, 1:100, Cell Signaling), and goat anti-Rabbit IgG (H+L) secondary antibody Alexa Fluor^TM^ 594 (rabbit, 1:100, Invitrogen). Analytic cytometry was performed using BD FACSLyric^TM^ (BD Biosciences) flow cytometers. Raw data were processed using FlowJo software (Tree Star). For the identification of cell types in flow cytometry data, at least 10,000 cells were analyzed per sample.

For macrophage isolation, dissociated adipose tissue was fractionated by magnetic cell sorting (MACS) with anti-F4/80-FITC/anti-FITC-microbeads (Miltenyi Biotech).

### 2.7 Cell Cultures

The C3H10T1/2 cells and RAW 264.7 cells (ATCC) were cultured, as previously described (Nykjaer et al., 2004; Kim et al., 2017). For knockdown, siRNA targeting *Gja1* (EMU006781, Sigma) was transfected into RAW 264.7 cells, using INTERFERin (Polyplus). siRNA Universal negative controls were used. Dying adipocytes were obtained by maintaining fully differentiated C3H10T1/2 adipocytes in Dulbecco’s Modified Eagle Medium (DMEM) containing 1 μg/ml insulin for 10 days post-differentiation. For MACS-isolated F4/80+ macrophages from gWAT were cultured at an initial concentration of 1 × 10^5^ cells/ml in growth medium. The co-culture experiments were performed as described previously (Kwon et al., 2016). Briefly, fully differentiated C3H10T1/2 adipocytes (10 days post-differentiation) were trypsinized and counted, and then 1 × 10^5^ cells/ml were added to each well of 12-well dishes that contained macrophage cultures. To test the effects of ATP degradation, apyrase (ATP-diphosphohydrolase, 2U/ml, Sigma) (Kruse et al., 2014) was treated before co-culture, and maintained in the media during co-culture with dying adipocytes. For long-term imaging, differentiated C3H10T1/2 adipocytes were labeled with 4,4-difluoro-5-(2-thienyl)-4-bora-3a, 4a-diaza-s-indacene3-dodecanoic acid (BODIPY 558/568 C12) (Invitrogen), and macrophages or RAW 264.7 cells were labeled with Vybrant DiO Cell-Labeling Solution (Invitrogen) overnight. BODIPY-labeled C3H10T1/2 cells were detached, added to the DiO-labeled macrophages, and then co-cultured for 12 h. To monitor the phagocytosis of the dying adipocytes by the macrophages, live cell imaging was performed every 2 h with Operetta CLS High-Content Analysis System (Perkin Elmer), and the fluorescence intensity of the images was analyzed using Harmony (Perkin Elmer) high-content imaging and analysis software. ATP levels were measured with an ATP Determination Kit (Invitrogen) after stimulating with lipopolysaccharide (LPS) for 30 min (Cauwels et al., 2014), following manufacturer’s instructions.

For immunocytochemistry analysis, the cells were seeded into glass-bottom culture slide and proceeded to immunofluorescence staining, as previously described (Cho et al., 2019). Primary antibody used for staining was anti-Cx43 antibody (rabbit, 1:100, Cell Signaling).

### 2.8 Statistical Analysis

Statistical analyses were performed using GraphPad Prism 7 software (GraphPad Software). Data are presented as mean ± standard errors of the means (SEMs). Statistical significance between two groups was determined by unpaired t-test. Comparisons among multiple groups were performed using a two-way analysis of variance (ANOVA), with Bonferroni post hoc tests to determine *p* values.

### 2.9 Data and Resource Availability

All data generated or analyzed during this study are included in this article or are available from the corresponding authors on request. The raw RNA-seq data have been deposited in Gene Expression Omnibus (GEO) (GSE 204794).

## 3 Results

### 3.1 Macrophage Expression of Cx43 Was Upregulated in Gonadal White Adipose Tissue of HFD-Fed Mice

We examined Cx43 expression levels in gonadal white adipose tissue (gWAT) of mice fed a HFD for 8 weeks. Western blot analysis revealed that HFD-induced Cx43 upregulation in gWAT (Figure 1A). In addition, the immunohistochemical analysis further confirmed that macrophages surrounding adipocytes (i.e., crown-like structures) expressed high levels of Cx43 (Figure 1B). Flow cytometry analysis of SVCs of gWAT also indicated that HFD feeding induced F4/80+ macrophage recruitment and increased Cx43 expression in F4/80+ cells (Figure 1C).

**FIGURE 1:**
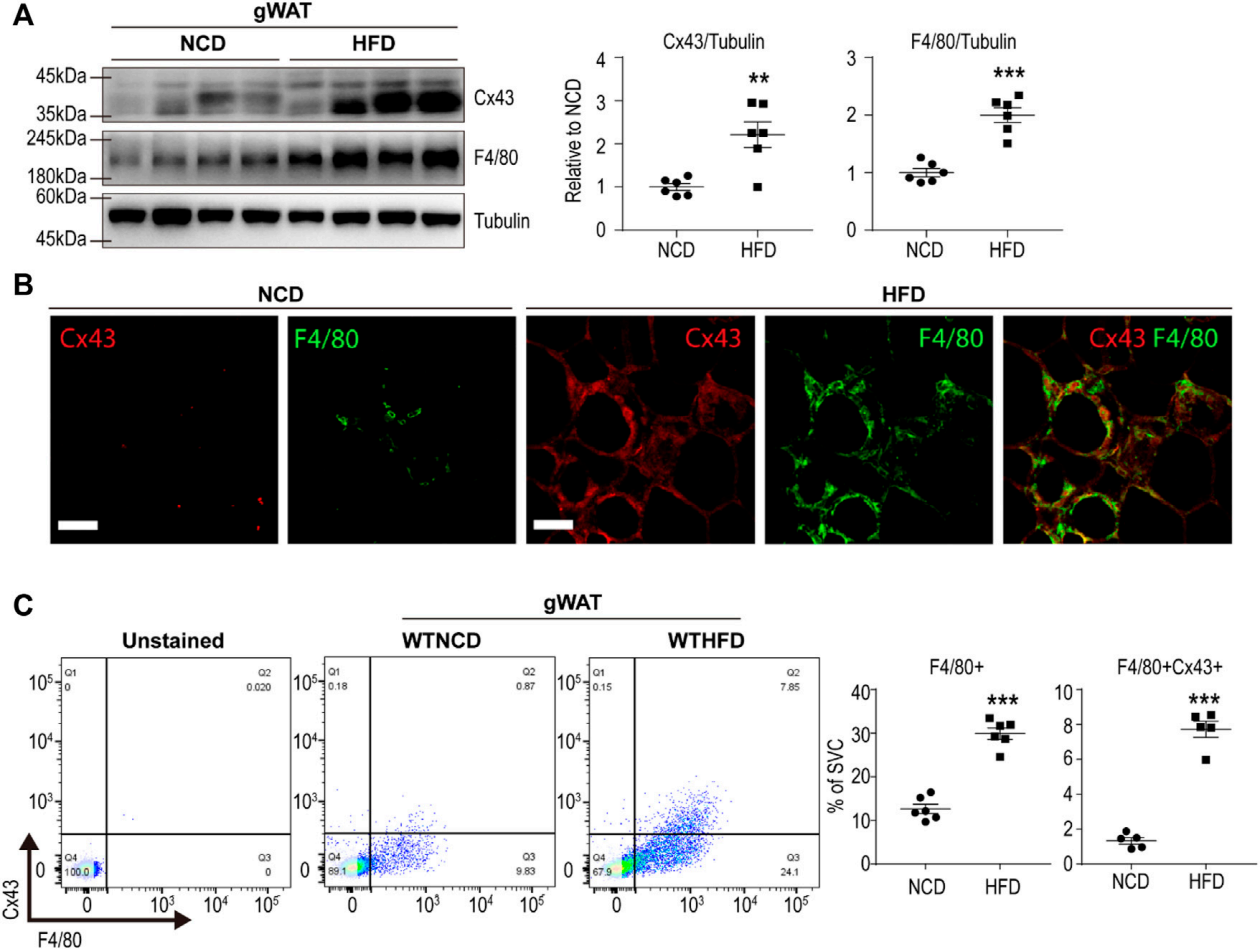
Cx43 is upregulated in gonadal white adipose tissue macrophages of mice by high-fat diet feeding **(A)** Immunoblot analysis of Cx43 and F4/80 expression in gonadal white adipose tissue (gWAT) of mice fed normal chow diet (NCD) or high-fat diet (HFD) for 8 weeks (*n* = 6) **(B)** Immuno-fluorescence images of paraffin sections of gWAT of mice fed NCD or HFD, stained for Cx43 and F4/80 **(C)** Flow cytometric analysis of stromovascular cells (SVCs) obtained from gWAT of WT mice fed with NCD or HFD for 8 weeks (n = 6). Unpaired, two-tailed t-tests (**p < 0.01, ***p < 0.001), each point represents biological replicate. Data are presented as mean ± S.E.M.

### 3.2 Macrophages Co-cultured With Dying Adipocytes Upregulated Cx43 Expression

HFD-induced adipose tissue remodeling is characterized by adipocyte hypertrophy, adipocyte death, and macrophages surrounding damaged/dying adipocytes (Strissel et al., 2007). To identify the molecular features of adipose tissue macrophages involved in HFD-induced adipose tissue remodeling, we established *in vitro* system by co-culturing macrophages with dying adipocytes (dAC) (Cho et al., 2019). As previously described (Lee et al., 2016), dying adipocytes were obtained from prolonged cultures of adipocytes differentiated from C3H10T1/2 cells. MACS-isolated adipose tissue macrophages were cultured with the dying adipocytes (Anand et al., 2008). We confirmed the upregulation of Cx43 expression in macrophages using immunoblotting, quantitative PCR, and immunostaining analysis (Figures 2A–C).

**FIGURE 2:**
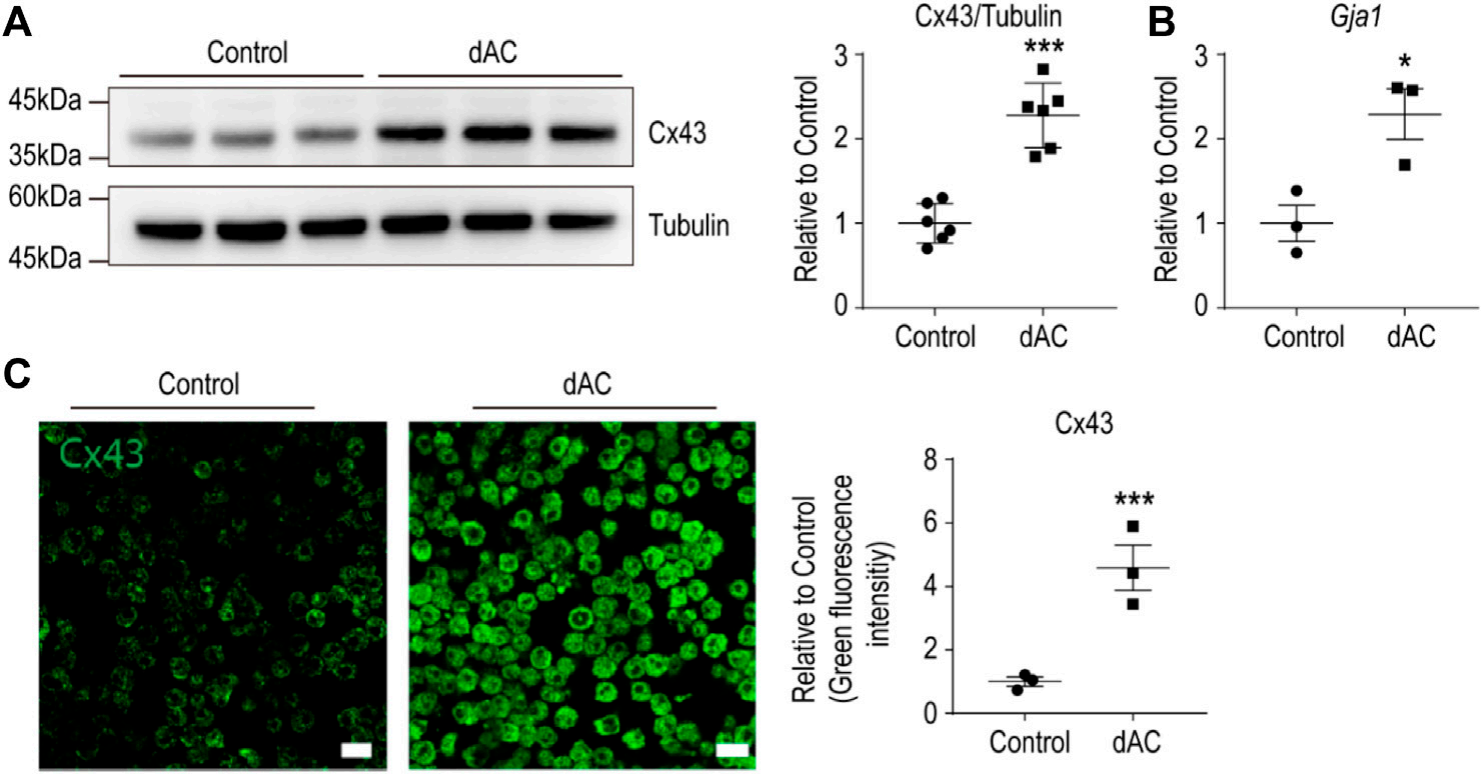
Macrophages co-cultured with dying adipocytes (dAC) upregulate Cx43 expression **(A–B)** Immunoblot analysis of Cx43 protein **(A)** and qPCR analysis of *Gja1* transcript levels **(B)** in F4/80^+^ macrophages isolated from gWAT co-cultured with dying adipocytes (dAC) for 24 h (A: *n* = 6, B: *n* = 3) **(C)** Immunofluorescence images of Cx43 staining in F4/80^+^ macrophages from gWAT co-cultured with or without dying adipocytes (dAC) for 24 h (*n* = 3). Unpaired, two-tailed t-tests (*p < 0.05, ***p < 0.001), each point represents biological replicate. Data are presented as mean ± S.E.M.

### 3.3 Cx43 Knockdown Reduced Inflammatory Response of Macrophages Co-cultured With Dying Adipocytes

Next, we investigated the effects of Cx43 knockdown in macrophages co-cultured with dying adipocytes. We performed *Gja1* (encoding Cx43) siRNA knockdown (KD) in RAW264.7 cells. For visualization, we labeled adipocytes with BODIPY and macrophages with DIO dye (Lee et al., 2016). Using this co-culture study, we revealed that Gja1KD increased the clearance of dying adipocytes in macrophages (Figure 3A). Interestingly, Gja1KD decreased the expression of pro-inflammatory markers and increased the expression of genes involved in anti-inflammatory responses (M2 macrophage markers) (Figure 3B).

**FIGURE 3:**
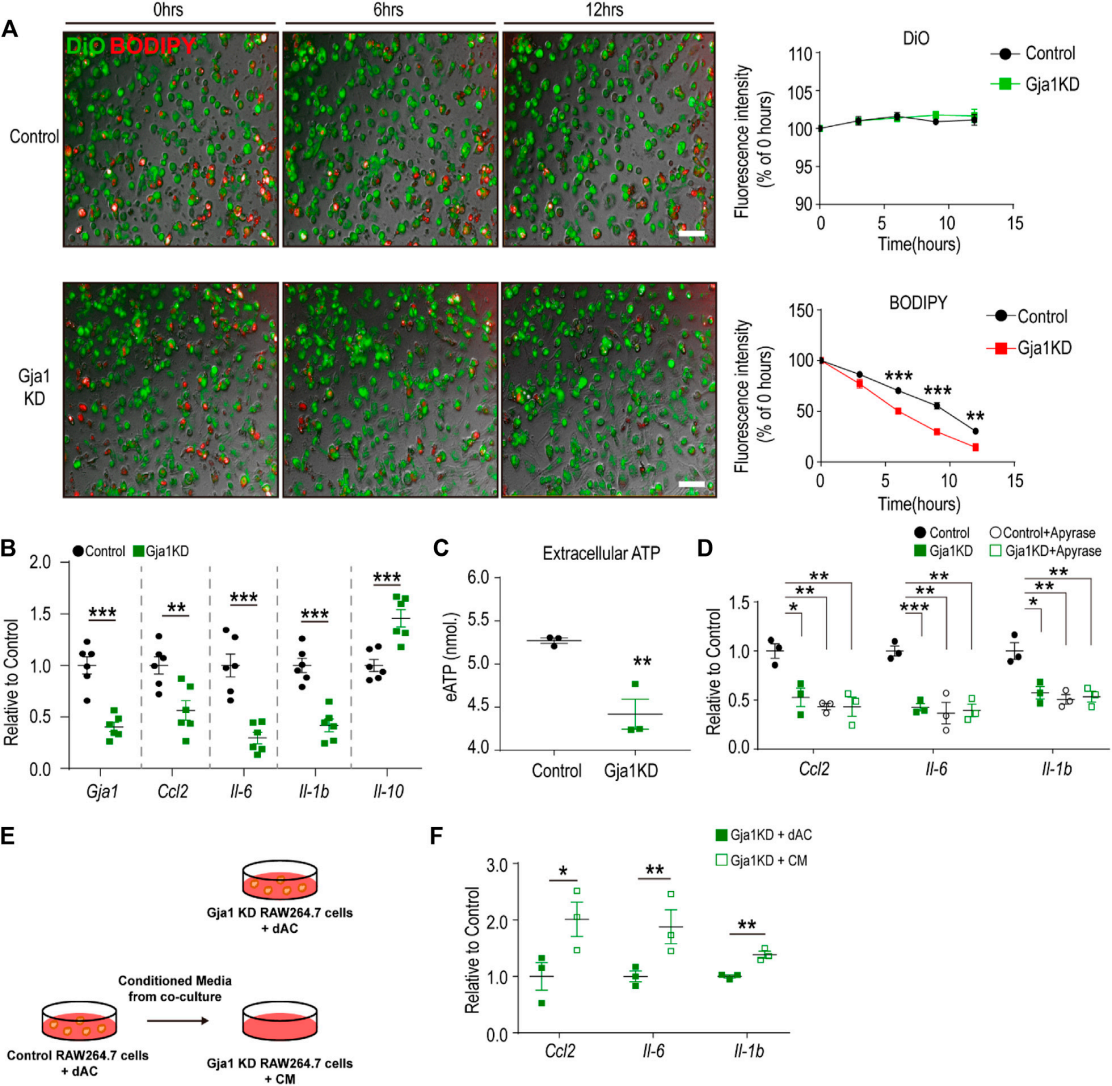
Cx43 knockdown reduces inflammatory responses of macrophages co-cultured with dying adipocytes **(A)** Live imaging of RAW264.7 cells transfected with *Gja1* siRNA or controls and co-cultured with dying adipocytes (dACs) for 12 h. Adipocytes were tagged with C12-BODIPY (red) and macrophages were stained with DiO (Green) (*n* = 3) **(B)** qPCR analysis of *Gja1* and inflammatory cytokine markers in RAW264.7 cells transfected with *Gja1* siRNA or controls and co-cultured with dACs for 24 h (*n* = 6) **(C)** Extracellular ATP level in lipopolysaccharide (LPS)-stimulated RAW 264.7 macrophages treated with *Gja1* siRNA or control for 30 min (*n* = 3) **(D)** qPCR analysis of inflammatory cytokines in RAW264.7 cells transfected with *Gja1* siRNA or controls, and co-cultured with dACs in the presence or absence of apyrase (2U/ml) (*n* = 3) **(E)** Schematic diagram illustrating the experimental method used for F. Conditioned media obtained from control RAW264.7 cells co-cultured with dACs were transferred into *Gja1*KD RAW264.7 cells **(F)** qPCR analysis of inflammatory cytokine markers in Gja1 KD RAW264.7 cells co-cultured with dACs (GjaKD + dAC) or exposed to the conditioned media obtained from the control co-cultures (Gja1KD + CM) (*n* = 3). Unpaired, two-tailed t-tests (*p < 0.1, **p < 0.01, ***p < 0.001). Each point represents biological replicate. Data are presented as mean ± S.E.M.

Previous studies have suggested that Cx43 plays a critical role in the pro-inflammatory activation of macrophages by facilitating the release of ATP and regulating extracellular ATP signaling. Thus, we examined ATP levels in LPS-treated Gja1KD macrophages and found that Gja1KD reduced extracellular ATP levels (Figure 3C). Treatment with apyrase decreased the expression levels of pro-inflammatory cytokines by degrading extracellular ATP (Figure 3D). In addition, we tested the effects of conditioned media obtained from control RAW264.7 cells with dAC (Figure 3E). Data indicated that the conditioned media were sufficient to increase pro-inflammatory cytokines in Gja1KD RAW264.7 cells (Figure 3F), indicating that ATP released through Cx43 hemichannels in the media was a critical signal to induce inflammatory responses.

### 3.4 Global Transcriptomic Analysis Indicated That Macrophage-specific Cx43 KO Reduced Macrophage Recruitment and Inflammation in Adipose Tissue of HFD-Fed Mice

To investigate the role of Cx43 expression *in vivo*, we used Cx43-MKO mice. Cx43 floxed mice were crossed with *Csf1r*_CreER mice to delete Cx43 expression in a macrophage-specific manner. After tamoxifen induction, macrophage-specific KO was confirmed by qPCR analysis of MACS-isolated macrophages from the adipose tissue (Figure 4A).

**FIGURE 4:**
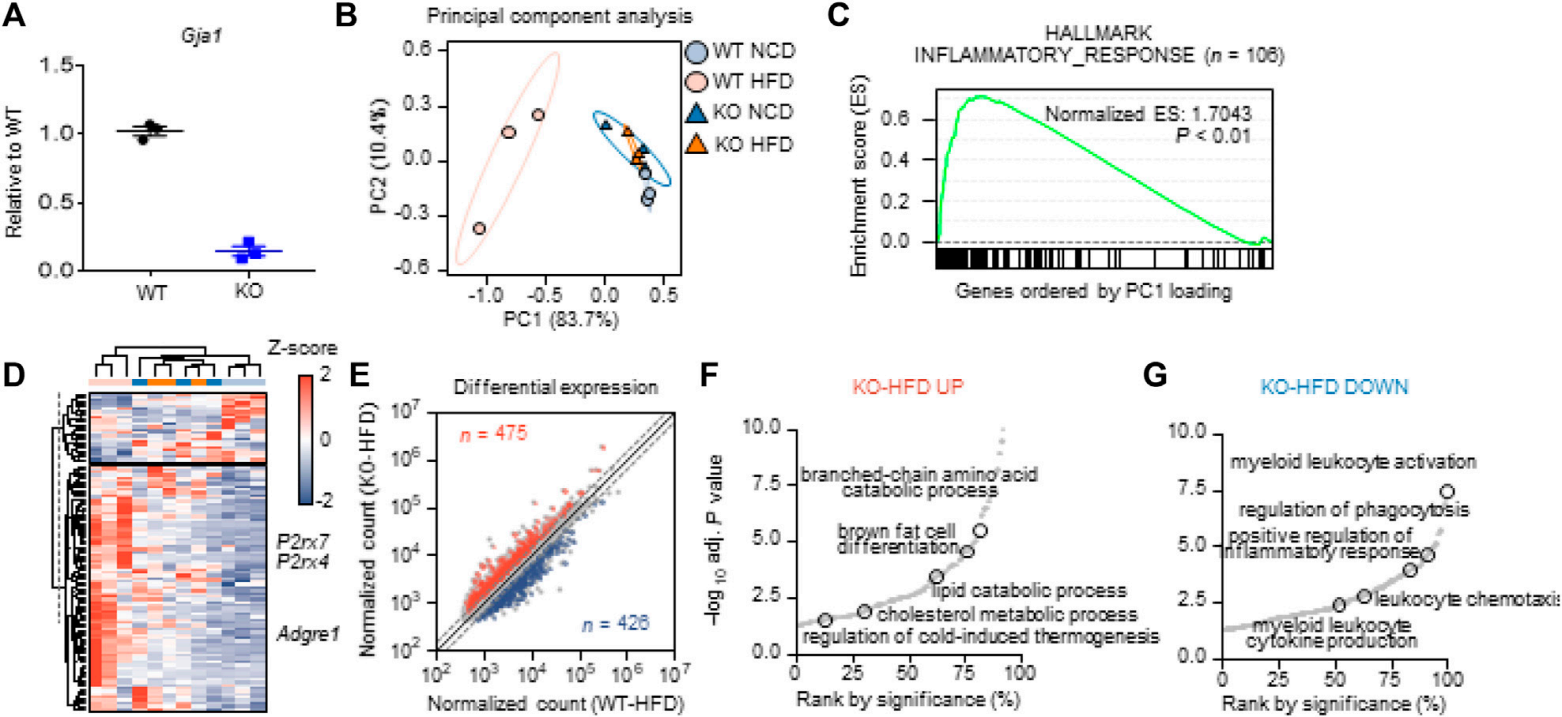
Macrophage-specific Cx43 KO reduced macrophage recruitment andpro-inflammatory responses in adipose tissue of mice fed HFD **(A)** qPCR analysis of *Gja1* in MACS-isolated F4/80+ macrophages from gonadal white adipose tissue (gWAT) of WT and Cx43 MKO mice (*n* = 3) **(B)** Principal component analysis based on the expression levels of 9,895 variable genes for four groups (WT-NCD, KO-NCD, WT-HFD, KO-HFD). PC1 and PC2 values were used for 2-D representation **(C)** GSEA showing enrichment in inflammatory response (*n* = 106) by genes largely contributed to PC1 (*p* < 0.01). Among the variable genes ordered according to PC1 loading, genes associated with the inflammatory response were marked with a black vertical line **(D)** Heatmap showing expression levels of genes associated with inflammatory response **(E)** Differential expression analysis between WT-HFD and KO-HFD. The normalized counts of each group were plotted, and DEGs satisfying fold change >1.5 and *p* < 0.05 were presented in red and blue in case of up-regulated and down-regulated, respectively. The number of DEGs were labeled **(F)** Enrichment analysis using DEGs up-regulated in KO-HFD compared with WT-HFD **(G)** Enrichment analysis using DEGs down-regulated in KO-HFD compared with WT-HFD. Each dot represents significantly enriched gene set and selected pathways were labeled.

We next aimed to characterize the effects of Cx43-MKO on the molecular phenotype of adipose tissue in an unbiased manner. Accordingly, we performed RNA-seq analysis of gWAT from wild-type (WT) and Cx43-MKO mice fed a HFD or normal chow diet (NCD). 

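The RNA-seq experiment held 12 libraries from gWAT of male mice, 3 in each of 4 groups. WT mice and mice with Csf1r-CreER driven, macrophage-specific deletion of Gja1 (Cx43-MKO, here KO) were fed either diet for 8 weeks. In the paper, the WT mice were floxed mice without CreER. The CreER line has an FVB strain name and the floxed line does not, so strain background can differ between the genotypes. The paper gives tamoxifen, which activates the recombinase, to both genotypes at 75 mg/kg/day for 5 days, with experiments starting 10 days after the last dose. The deposited protocol places tamoxifen in weeks 1 and 5 of the diet and names no genotype, while the treatment labels list it for the KO samples alone, so the libraries do not tell tamoxifen and genotype apart if these labels are complete. Libraries were made with a TruSeq mRNA kit and sequenced on a NovaSeq system. The authors trimmed the reads with Trimmomatic, mapped them to mm10 (GRCm38) with HISAT2 version 2.1.0 and assembled and counted genes with StringTie version 1.3.4d. The deposited table holds raw counts for 19792 Entrez gene IDs. Libraries are named here by group and by the number in that table, which runs from 1 to 3 except in WT-HFD, where it is 1, 2 and 4. Total counts were 67486877 to 69842234 in WT-NCD (median 68527098), 49575113 to 66360046 in WT-HFD (median 49873679), 47185990 to 73167755 in KO-NCD (median 62373747) and 54047377 to 64295449 in KO-HFD (median 55029345). From there, the counts were normalized by TMM and tested with edgeR's quasi-likelihood test in a single fit of the 4 groups, over the 16352 genes that passed filterByExpr, with p adjusted by the Benjamini-Hochberg method. Expression is given as CPM, counts scaled to a common library size by edgeR's cpm function after TMM, as mean ± SD of 3 libraries. Gene lists of pathways and cell types, and the tests and alternatives not described as chosen later, were fixed before the data were examined. The Hallmark inflammatory response list was written out from memory and can differ in its members from the published set. Lists were tested with camera at an inter-gene correlation of 0.01, and again with the correlation estimated from the data. Some libraries also held transcripts of other organs, measured with 3 lists that were chosen after the counts had been seen. Genes of the seminal vesicle, which lies beside gonadal fat in males, took 9.14% of the counts in WT-NCD 1, 10.8% in WT-NCD 2 and 2.09% in WT-NCD 3, and at most 0.00174% in any other library. Svs2, a major seminal vesicle secretory protein, reached 28440 CPM, here scaled to total counts without TMM, in WT-NCD 2. Genes of secreted liver proteins took 0.179% of the counts in KO-HFD 2 and 0.0683% in KO-NCD 2, and genes of ciliated epithelium took 0.0066% and 0.0111% of them. The liver genes also took 0.0278% in KO-HFD 3 and 0.0164% in KO-HFD 1, and at most 0.00606% in any other library. Neutrophil calprotectin, encoded by S100a9 and S100a8, was high in WT-HFD 2 and WT-HFD 4, with S100a9 at 58.8 and 192 CPM against 0.49 CPM in WT-HFD 1.

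**Figure D1:**
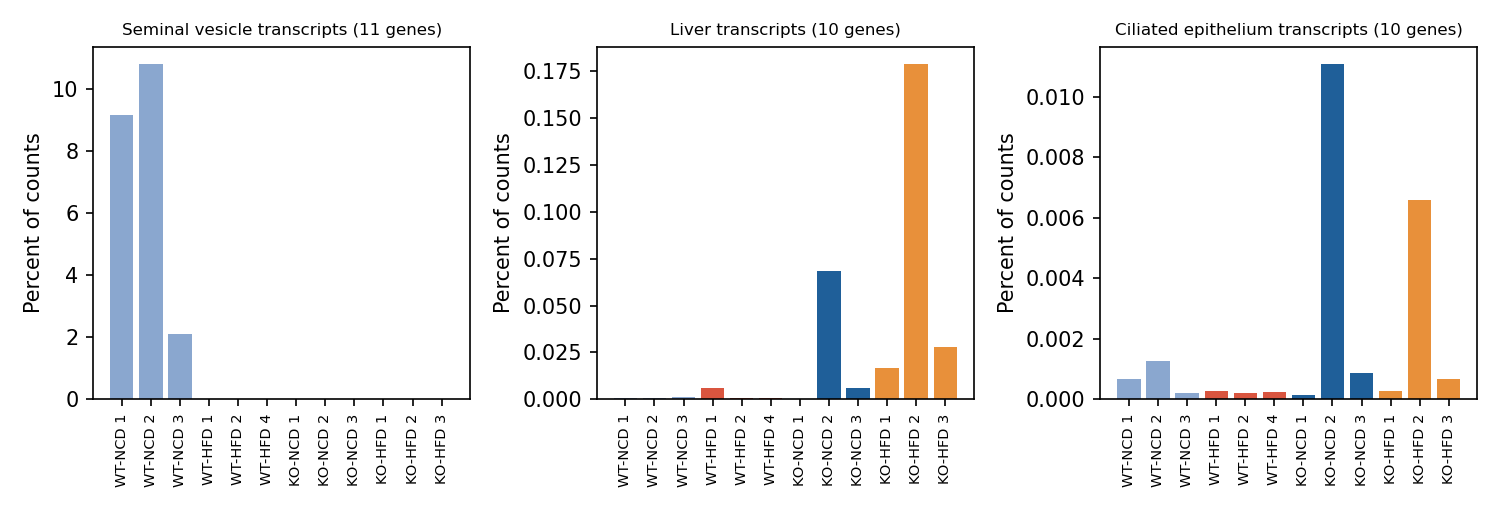
Percent of each library's counts in genes of the seminal vesicle, liver and ciliated epithelium, by library and list. Seminal vesicle genes stand at 2.09% to 10.8% in the 3 WT-NCD libraries, and the liver genes are highest in KO-HFD 2.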

Principal component analysis (PCA) based on the expression levels of 9,895 variable genes indicated that the WT-HFD group was characterized by a transcriptional pattern distinct from the other groups (WT-NCD, KO-NCD, and KO-HFD) (Figure 4B). 

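Along PC1, the 3 WT-HFD libraries lay apart from the other 9, with macrophage and chemokine genes at the WT-HFD end and lipid-synthetic genes at the opposite end. Of 23 macrophage markers, 22 were among the 10% of genes with the highest PC1 loadings, as were 25 of 32 leukocyte chemotaxis genes. Of 25 genes of fatty acid and triglyceride synthesis, which include the fatty acid synthase Fasn, 20 were among the 10% with the lowest loadings. Of 8 neutrophil markers, 6 were in the highest 10% and 1 in the lowest, and the neutrophil gene S100a8 was at 28.9 CPM in WT-HFD 2 and 89.5 CPM in WT-HFD 4. PC1 scores were 84.4 ± 16.6 (SD, n = 3) in WT-HFD, -64.1 ± 16.8 (SD, n = 3) in WT-NCD, -7.69 ± 53.5 (SD, n = 3) in KO-NCD and -12.5 ± 36.5 (SD, n = 3) in KO-HFD. The WT-HFD mean lay 112 units above that of the other libraries (exact two-sided permutation test, p = 0.00455, the smallest p that 3 libraries against 9 allow). The test takes all libraries as exchangeable, although the KO-NCD and KO-HFD libraries of number 1 and those of number 2 are alike. PC1 held 34.4% of the variance and PC2 29.0%. PC2 set WT-NCD, the group with seminal vesicle transcripts, apart from the KO libraries, at 73.5 ± 4.48 (SD, n = 3) against -27.6 ± 48.5 (SD, n = 3) in KO-NCD and -58.7 ± 29.5 (SD, n = 3) in KO-HFD. The PCA used prcomp on log2 CPM with a prior count of 2, centred and not scaled, over all tested genes. The exact p was 0.236 without WT-HFD 4, 0.0727 without WT-HFD 2 and 0.236 over the 1000 genes of highest variance.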

On listing genes ordered according to their contribution levels to PC1 was subjected to Gene Set Enrichment Analysis (GSEA), eight out of 24 hallmark gene sets were significantly affected (Supplementary Table S3). 

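Ordered by their PC1 loadings, genes of tissue remodelling lay toward the WT-HFD end together with those of inflammation, and genes of mitochondrial metabolism toward the other. Extracellular matrix and fibrosis genes, which encode collagens and their modifying enzymes, had a median loading percentile of 89.3, and 16 of 33 were in the highest 10%. Cell cycle genes had a median percentile of 91.6, with 16 of 25 in the highest 10%. In the paper's own PCA, by contrast, the Hallmark sets of the G2M checkpoint and of E2F targets were not among those enriched. Phagosome and lysosome genes followed at 91.5, interferon-stimulated genes at 85.8 and the written-out Hallmark inflammatory response genes at 86.3, with 72 of 184 in the highest 10% and 1 in the lowest. At the other end, genes of cholesterol biosynthesis had a median percentile of 10.0, with 12 of 24 in the lowest 10%, those of the TCA cycle 11.5, with 10 of 26, and those of oxidative phosphorylation 12.0, with 2 of 25. Chance puts 10% of a list in each of these tails, so the oxidative phosphorylation genes lie low in the order but are not at its end. The percentiles are taken over 16352 genes and are values with no test, because the loadings and the groups come from the same libraries. The paper's collection of gene sets is not among the deposited data, so its enrichment was not rerun.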

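In WT mice on HFD, gWAT held more transcripts of inflammatory mediators and of leukocyte chemotaxis genes than on NCD. Il1rn, the secreted antagonist of the interleukin-1 receptor, rose 24.9-fold, from 5.22 ± 1.47 to 130.3 ± 36 CPM (SD, n = 3). C3ar1, a receptor for the complement fragment C3a, rose 7.23-fold, from 45.3 ± 8.7 to 328 ± 53.4 CPM (SD, n = 3). Pik3r5, a subunit of the leukocyte PI3-kinase gamma, rose from 14.8 ± 0.75 to 102 ± 21.7 CPM (SD, n = 3), and Itga5, the alpha 5 integrin subunit, from 49.4 ± 3.36 to 135 ± 7.33 CPM (SD, n = 3). Of the 184 tested genes of the written-out Hallmark list, 105 were higher in WT-HFD than in WT-NCD, 10 were lower and 69 did not pass the test (113 higher and 11 lower when adjusted over the list alone). Their median log2 fold change was 0.90, at an adjusted p of 1.16e-12 from camera and an adjusted p = 0.215 with an estimated correlation. Among pro-inflammatory cytokines and mediators, 17 of 20 were higher and 1 was lower (18 and 1 when adjusted over the list alone), with a camera adjusted p of 4.9e-09 and an adjusted p = 0.215 with an estimated correlation. Of the 32 leukocyte chemotaxis genes, 25 rose (28 when adjusted over the list alone), with a camera adjusted p of 1.25e-11 and an adjusted p = 0.216 with an estimated correlation, and of the 16 inflammasome and necroptosis genes 14 rose (14 over the list alone), with a camera adjusted p of 4.33e-06 and an adjusted p = 0.216 with an estimated correlation. The neutrophil markers also rose, 6 of 8 of them (6 higher and 1 lower when adjusted over the list alone), with a camera adjusted p of 0.0416 and an adjusted p = 0.568 with an estimated correlation, and the call of this list was lost with the replicate number as a block (adjusted p = 0.152). Il1rn (Entrez ID 16181, chromosome 2 from 24336860 to 24351491 of GRCm38) had a log2 fold change of 4.64 (standard error 0.42, adjusted p = 7.8e-05 from edgeR's quasi-likelihood test). The same test gave 2.85 for C3ar1 (Entrez ID 12267, chromosome 6 from 122847140 to 122856157, standard error 0.36, adjusted p = 0.000268). It gave 2.79 for Pik3r5 (Entrez ID 320207, chromosome 11 from 68432125 to 68497849, standard error 0.28, adjusted p = 0.000102) and 1.45 for Itga5 (Entrez ID 16402, chromosome 15 from 103344286 to 103366791, standard error 0.13, adjusted p = 8.32e-05). For these 4 genes, which were named for their small p within their lists, all 3 WT-HFD libraries lay above all 3 WT-NCD libraries. The WT-NCD libraries are those that hold seminal vesicle transcripts.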

In HFD-fed WT mice, the hallmark inflammatory response was one of the most significantly enriched pathways (*p* < 0.01) in gWAT (Figure 4C). 

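The mean of the inflammatory response genes was highest in WT-HFD, lowest in WT-NCD, and between them in KO mice on either diet. As a module score, the mean z-score of the 184 tested genes of the written-out Hallmark list, it was 0.62 ± 0.382 (SD, n = 3) in WT-HFD and -0.667 ± 0.108 (SD, n = 3) in WT-NCD. The KO groups had scores of -0.0408 ± 0.326 (SD, n = 3) on NCD and 0.0878 ± 0.179 (SD, n = 3) on HFD. The WT-HFD libraries scored 0.827 above the other 9 (exact two-sided permutation test, p = 0.0136, over 220 splits). The test takes all libraries as exchangeable, although WT-NCD holds the lowest scores and the KO libraries of number 1 and those of number 2 are alike. With the macrophage marker genes left out of the list, the difference was 0.807 (exact permutation test, p = 0.0227). WT-HFD 4, the library highest in the neutrophil gene S100a9, carried part of it, and without that library the difference was 0.748 (exact permutation test, p = 0.0545). In this exact test, a comparison of any pair of groups, 3 libraries against 3, cannot go below p = 0.1.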

The average expression of genes associated with the inflammatory response was positively regulated in the WT-HFD group; this was not observed in the other groups (Supplementary Figure S1). In addition, PC1 showed a high correlation with the average expression of genes associated with the inflammatory response, thereby confirming that it is a critical biological process differentiating the WT-HFD group from other groups (Supplementary Figure S1). 

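The 3 WT-HFD libraries had the highest scores for inflammatory response genes, such as C3ar1 and Itga5, and the highest PC1 scores, while within the other groups no relation between these scores was shown. WT-HFD forms a cluster of its own on PC1. On the module score, WT-HFD 2 and 4 stood apart at 0.689 and 0.9625. WT-HFD 1, at 0.208, lay next to KO-HFD 1 and KO-HFD 3 at 0.191. WT-NCD holds the 3 lowest module scores, and the KO-NCD and KO-HFD libraries of number 1 and those of number 2 are alike. For these reasons no coefficient is given over all 12 libraries or over the other 9 taken as 1 set. In WT-NCD, KO-NCD and KO-HFD with the mean of each group removed, and module scores exchanged within groups only, Pearson's r was 0.791 (exact two-sided permutation test, p = 0.116, adjusted p = 0.231 over the 2 coefficients, 216 arrangements). Spearman's rho on ranks within groups was 0.167 (exact two-sided permutation test, p = 0.889, adjusted p = 0.889). With KO libraries of equal number moved together, which leaves 36 arrangements, the exact p was 0.361 for r and 1 for rho (adjusted p of 0.722 and 1). These tests were chosen after the data had been seen. The 9 libraries include the 3 WT-NCD libraries with seminal vesicle transcripts, and PC1 and the inflammatory module score were computed from the same counts and share the list's 184 genes.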

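Macrophage genes and several purinergic receptor genes were higher in gWAT of WT-HFD mice than of WT-NCD mice. Adgre1, which encodes the macrophage surface protein F4/80, was at 336 ± 136 CPM in WT-HFD against 52.5 ± 10.5 in WT-NCD (SD, n = 3), and at 96.4 ± 27.7 in KO-NCD and 84 ± 20.9 in KO-HFD (SD, n = 3). P2rx7, the ATP-gated channel upstream of the NLRP3 inflammasome, was at 46.8 ± 11.6 CPM against 19.7 ± 1.79 (SD, n = 3), and P2rx4, a related ATP-gated channel, at 138 ± 22.6 against 53.5 ± 4.16 (SD, n = 3). Cd68, a lysosomal protein of macrophages, followed Adgre1, at 384 ± 146 CPM in WT-HFD and 60 ± 13.8 in WT-NCD (SD, n = 3). Across the written-out Hallmark list, 145 of 184 genes had a higher mean z-score in WT-HFD than in the other 9 libraries and 39 a lower one, which is a tally with no test. Of 23 macrophage markers, 21 rose on HFD in WT mice and 2 did not pass the test (22 higher when adjusted over the list alone). Their median log2 fold change was 2.15, with a camera adjusted p of 3.41e-13 and an adjusted p = 0.215 with an estimated correlation. Of 23 purinergic receptors and ectonucleotidases, 9 were higher and 1 lower (10 and 2 when adjusted over the list alone), with a camera adjusted p of 0.0026 and an adjusted p = 0.215 with an estimated correlation. The connexins and pannexins did not move as a group, with 2 of 13 higher and 1 lower over all genes and over the list alone, a camera adjusted p of 0.705 and an adjusted p = 0.812 with an estimated correlation. Panx1, a channel that releases ATP, had a log2 fold change of 1.64 (standard error 0.18, adjusted p = 0.000142 from edgeR's quasi-likelihood test), and Gja1 itself was at 78.1 ± 4.99 CPM in WT-NCD and 67.5 ± 1.57 in WT-HFD (SD, n = 3, log2 fold change -0.21, standard error 0.33, adjusted p = 0.66). Adgre1 (Entrez ID 13733, chromosome 17 from 57358581 to 57483529 of GRCm38) had a log2 fold change of 2.68 (standard error 0.33, adjusted p = 0.00023 from edgeR's quasi-likelihood test). P2rx7 (Entrez ID 18439, chromosome 5 from 122643927 to 122692336) had 1.25 (standard error 0.19, adjusted p = 0.000664) and its neighbour P2rx4 (Entrez ID 18438, chromosome 5 from 122707518 to 122729739) 1.36 (standard error 0.20, adjusted p = 0.000649) in the same test. All 3 WT-HFD libraries lay above all 3 WT-NCD libraries for Adgre1, P2rx7 and P2rx4, which the paper names, and for Cd68 and Panx1, which were named for their small p. The libraries are whole tissue, so a level of Adgre1 or Gja1 does not say which cells hold the transcript.

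**Figure D2:**
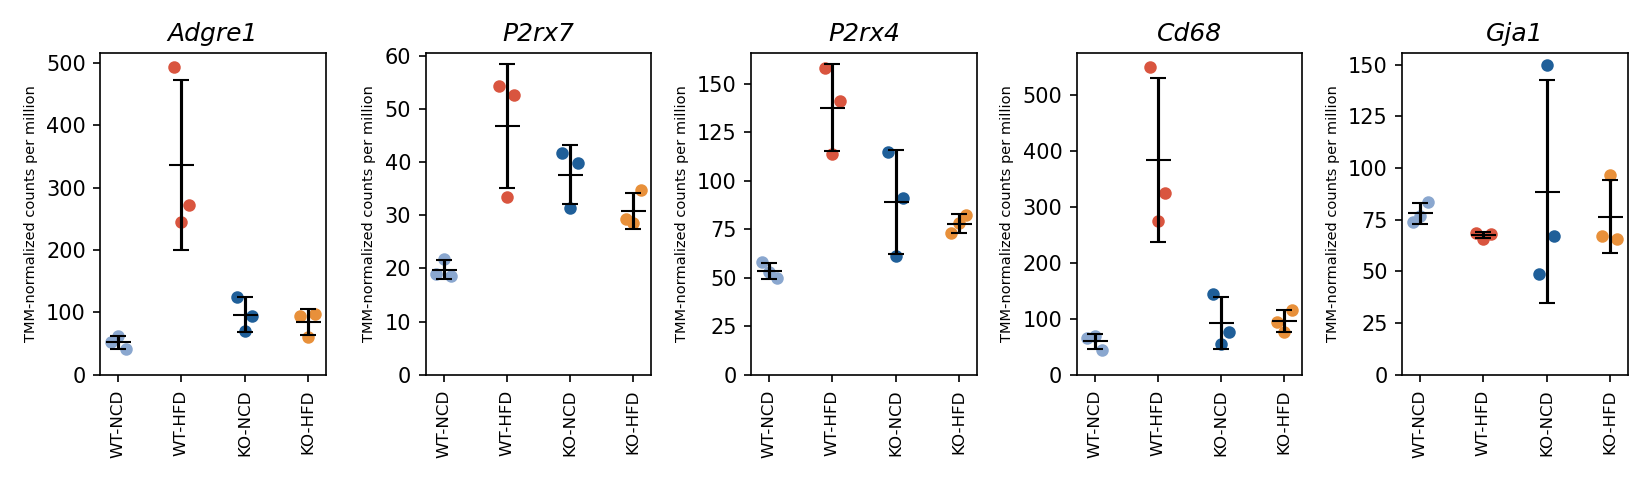
TMM-normalized CPM of Adgre1, P2rx7, P2rx4, Cd68 and Gja1 in each library (points), with the mean and SD of each group (bars), for WT-NCD, WT-HFD, KO-NCD and KO-HFD. Adgre1 averages 336 CPM in WT-HFD and 84 in KO-HFD, whereas the group means of Gja1 lie between 67.5 and 88.6.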

The heatmap indicated that among these 106 genes, 83 genes, including *Adgre1*, *P2rx7*, and *P2rx4*, were highly expressed in the WT-HFD group, while 23 genes were downregulated (Figure 4D). In the DEG analysis, HFD upregulated 821 genes and downregulated 985 genes in WT mice but significantly affected only 130 genes in KO mice, thus indicating that Cx43-MKO counteracted the effect of HFD (Supplementary Figures S2A, S2D).

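HFD changed 5881 genes in gWAT of WT mice, with macrophage and chemokine genes higher and lipid-synthetic genes lower, and 5 genes in KO mice. Fasn, which makes palmitate, fell from 20587 ± 3975 CPM in WT-NCD to 198 ± 83.9 in WT-HFD (SD, n = 3), and was at 7411 ± 3636 in KO-NCD and 2056 ± 335 in KO-HFD (SD, n = 3). Spp1, the macrophage cytokine osteopontin, was at 747 ± 652 CPM in WT-HFD and at 6.59 CPM or less on average in each other group. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, HFD raised 2880 and lowered 3001 of 16352 genes in WT mice. In KO mice it raised 4, Unc79, Ret, Sfrp5 and Prelp, and lowered 1, Ppp1r3c. Sfrp5, a secreted inhibitor of Wnt signalling made by adipocytes, rose in KO mice from 25.1 ± 5.27 to 240.3 ± 70.2 CPM (SD, n = 3) and in WT mice from 3.44 ± 0.605 to 337 ± 228 (SD, n = 3). Ppp1r3c, which targets a phosphatase to glycogen, fell in KO mice from 62.1 ± 17.8 to 18.9 ± 2.57 CPM (SD, n = 3, log2 fold change -1.71, standard error 0.20, adjusted p = 0.0273). Unc79, a subunit of a sodium leak channel that was named after its values were seen, had a log2 fold change of 3.17 (standard error 0.33, adjusted p = 0.0239) in KO mice. The response itself differed between genotypes for 2893 genes in a test of the diet by genotype interaction, 1402 with a lower and 1491 with a higher change in KO mice. Of the macrophage markers, 17 of 23 had a lower response in KO mice (20 when adjusted over the list alone, camera adjusted p = 4.74e-16, and adjusted p = 0.192 with an estimated correlation). For the chemotaxis genes this held for 16 of 32 (24 over the list alone, camera adjusted p = 7.58e-12, and adjusted p = 0.192 with an estimated correlation). Of the fatty acid and triglyceride synthesis genes, 22 of 25 fell in WT mice (22 when adjusted over the list alone, median log2 fold change -3.23, camera adjusted p = 3.92e-32, and adjusted p = 0.0818 with an estimated correlation), and 20 had a less negative or higher response in KO mice (21 over the list alone, camera adjusted p = 1.11e-27, and adjusted p = 0.0986 with an estimated correlation). Adipocyte identity genes, a list that shares Thrsp and Pnpla3 with the synthesis genes, moved with them, with 17 of 25 lower and 2 higher in WT mice (18 and 2 when adjusted over the list alone, median log2 fold change -1.05, camera adjusted p = 1.54e-08, and adjusted p = 0.216 with an estimated correlation), and 12 with a higher and 1 with a lower response in KO mice (17 and 1 over the list alone, camera adjusted p = 6.51e-10, and adjusted p = 0.192 with an estimated correlation). In KO mice, 0 macrophage markers and 0 chemotaxis genes passed edgeR's test, with 0 of each at an unadjusted p under 0.05 and 0 in DESeq2. For the synthesis genes in KO mice, edgeR called 0, with 10 lower and 1 higher at an unadjusted p under 0.05, and DESeq2 called 4 lower and 1 higher. For the interaction, on the log2 scale, Adgre1 had a value of -2.88 (standard error 0.44, adjusted p = 0.00372), P2rx7 of -1.54 (standard error 0.26, adjusted p = 0.00501) and Fasn of 4.85 (standard error 0.60, adjusted p = 0.00282). Over the 2880 genes that rose in WT mice, the median log2 fold change was 1.14 in WT and 0.0443 in KO mice, and over the 3001 that fell it was -0.81 and -0.0522. At the study's thresholds, a fold change over 1.5 and a p under 0.05 taken here as unadjusted, the counts were 2711 higher and 2357 lower in WT mice and 448 higher and 236 lower in KO mice. In KO mice, 1531 genes had an unadjusted p under 0.05, where chance alone gives 817.6. KO-NCD 2 and KO-HFD 2 are the libraries with the most liver and ciliated epithelium transcripts, and KO-HFD 1 and KO-HFD 3 also hold those of the liver. All 3 WT-NCD libraries hold transcripts of the seminal vesicle. The count for KO mice was 323 in DESeq2, 6 with the replicate number as a block (2 of them among these 5, with the calls of Sfrp5, Prelp and Ppp1r3c lost), 3 with no filter on low counts (those of Sfrp5 and Prelp lost), 0 in edgeR with the KO libraries alone (1645 genes at an unadjusted p under 0.05), 0 with the block in the KO libraries alone (2166 of 15707 genes at an unadjusted p under 0.05), 1 without KO-HFD 1 and 8 without KO-NCD 1, and that for WT mice was 2474 without WT-NCD 1 and WT-NCD 2. That for the interaction was 1356 with the block, 1740 without KO-NCD 1, 1870 without WT-NCD 1, 1872 without KO-NCD 3 and 736 without WT-NCD 1 and WT-NCD 2. The calls of Sfrp5 and Prelp were lost without any 1 of the 6 KO libraries, that of Ret without any but KO-NCD 2, that of Ppp1r3c without KO-NCD 3 or any KO-HFD library and that of Unc79 without KO-HFD 1, and without KO-NCD 2, KO-NCD 3, KO-HFD 2 or KO-HFD 3 the count was 3. From the number of genes affected in WT mice and the lower number in KO mice (Supplementary Figures S2A, S2D), the paper concludes that Cx43-MKO counteracted the effect of HFD.

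**Figure D3:**
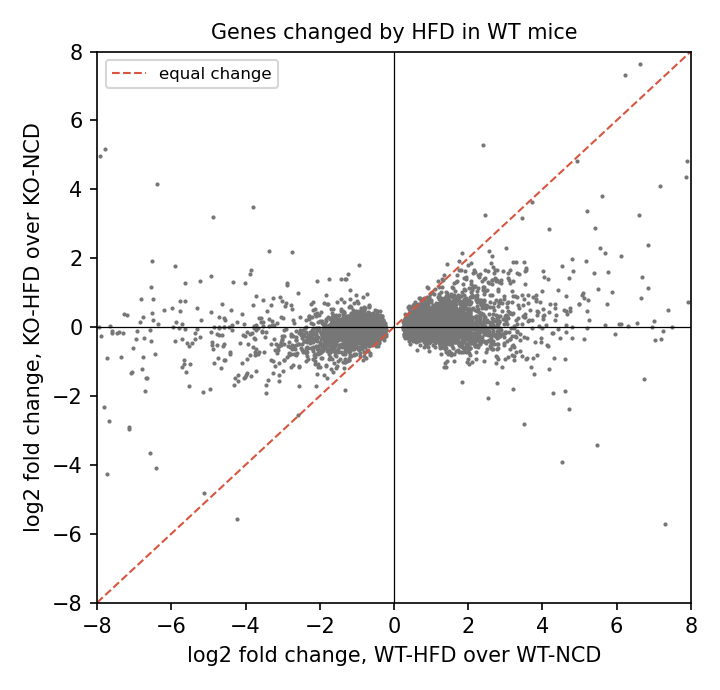
Log2 fold change on HFD in KO mice (y axis) against that in WT mice (x axis) for genes that passed the test in WT mice, with 1 point per gene and a dashed line for an equal change. It draws 5774 genes and leaves 107 outside its axes, which end at 8 in each direction, and most points lie near 0 on the y axis.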

In addition, we analyzed differentially expressed genes between the WT-HFD and KO-HFD groups to determine the effect of Cx43 KO. 

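On HFD, gWAT of KO mice held less of the transcripts of lipid-laden and inflammatory macrophages than gWAT of WT mice, and more of those of lipid synthesis. Spp1 (osteopontin) was at 5.16 ± 1.02 CPM in KO-HFD, a log2 fold change of -7.18 from WT-HFD (standard error 1.01, adjusted p = 0.00302 from edgeR's quasi-likelihood test). Gpnmb, a glycoprotein of macrophages that handle lipid, fell by 4.51 on the log2 scale (standard error 0.75, adjusted p = 0.00496) and Mmp12, the macrophage elastase, by 4.32 (standard error 0.85, adjusted p = 0.01). WT-HFD 1 was at 1568 CPM for Gpnmb, against 249.1 and 273.2 in WT-HFD 2 and 4, and at 908.9 CPM for Mmp12, against 90.3 and 88.3, and without it the log2 fold changes were -3.10 and -2.30. That of Spp1 was -6.41 without WT-HFD 4. Scd1, the desaturase that makes oleate, was higher in KO-HFD, at 30560 ± 6454 against 5166 ± 1379 CPM (SD, n = 3, log2 fold change 2.56, standard error 0.29, adjusted p = 0.00155). Serpina1b, a protease inhibitor of a multigene family whose members can share reads, was at 127 ± 8.2 CPM against 1.84 ± 2.23 (SD, n = 3, log2 fold change 6.14, standard error 0.75, adjusted p = 0.00171, and log2 fold change 7.81 without WT-HFD 1), and it was named after its values were seen. Gja1 (Entrez ID 14609, chromosome 10 from 56377300 to 56390419 of GRCm38), the deleted gene, was at 76.5 ± 17.5 CPM in KO-HFD (SD, n = 3) and did not pass the test (log2 fold change 0.18, standard error 0.33, adjusted p = 0.741, and log2 fold change -0.02 without KO-HFD 2, the library with the most liver transcripts). In all, 1307 genes were higher and 1263 lower in KO-HFD than in WT-HFD, of 16352 tested, at an adjusted p under 0.05 from edgeR. At a fold change over 1.5 and an unadjusted p under 0.05, 1828 were higher and 1551 lower. In every KO-HFD library, Spp1, Gpnmb and Mmp12 lay below, and Scd1 and Serpina1b above, each WT-HFD library. The rule that named Spp1, Gpnmb and Mmp12 required this of them, and Serpina1b was chosen with its values in view. The count at the adjusted p fell from 2570 to 984 without WT-HFD 4, 937 without KO-HFD 2 and 1532 without KO-HFD 3. It was 4084 in DESeq2, 1313 with these 2 groups alone in the fit and 661 with the replicate number as a block.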

We found that 475 genes were upregulated, whereas 426 genes were downregulated (Figure 4E). 

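Genes of lipid breakdown and its control, and of the breakdown of branched-chain amino acids, were higher in gWAT of KO-HFD than of WT-HFD mice. So were genes that make fatty acids. Abhd6, a monoacylglycerol lipase, was at 29 ± 2.18 CPM in KO-HFD and 14.1 ± 2.62 in WT-HFD (SD, n = 3). Pnpla3, a lipase and acyltransferase of lipid droplets, was at 454 ± 99.7 against 74.6 ± 30.2 CPM (SD, n = 3). Ivd, which oxidizes isovaleryl-CoA from leucine, was at 163 ± 12.6 against 63.8 ± 7.43 CPM (SD, n = 3), and Pccb, a subunit of propionyl-CoA carboxylase, at 162 ± 18 against 72.4 ± 11 (SD, n = 3). The list of lipolysis and lipid catabolism also holds genes that restrain lipolysis, such as G0s2 and Plin1. Of its 23 genes, 10 rose and 1 fell (16 and 1 when adjusted over the list alone, median log2 fold change 0.80, camera adjusted p = 1.33e-06, and adjusted p = 0.282 with an estimated correlation). Fatty acid oxidation had 8 of 25 genes higher (11 higher and 1 lower when adjusted over the list alone, median 0.38, camera adjusted p = 0.000845, and adjusted p = 0.444 with an estimated correlation). Branched-chain amino acid catabolism had 19 of 24 higher (20 when adjusted over the list alone, median 0.80, camera adjusted p = 5.76e-15, and adjusted p = 0.282 with an estimated correlation). The synthesis of fatty acids and triglycerides, the opposite process, had 14 of 25 higher (17 when adjusted over the list alone, median 1.24, camera adjusted p = 1.33e-13, and adjusted p = 0.282 with an estimated correlation), and cholesterol biosynthesis 6 of 24 (8 over the list alone, camera adjusted p = 0.000282, and adjusted p = 0.396 with an estimated correlation). The TCA cycle had 20 of 26 higher (24 when adjusted over the list alone, camera adjusted p = 4.06e-14, and adjusted p = 0.282 with an estimated correlation), and oxidative phosphorylation 15 of 25 (18 over the list alone, camera adjusted p = 1.31e-09, and adjusted p = 0.363 with an estimated correlation). Markers of adipocytes themselves moved with these lists, with 11 of 25 adipocyte identity genes higher (12 when adjusted over the list alone, median 0.84, camera adjusted p = 3.29e-10, and adjusted p = 0.282 with an estimated correlation). In part these are the same genes, since the adipocyte list shares members such as Plin1 and Lipe with the lipolysis list and Thrsp and Pnpla3 with the synthesis list. Brown and beige fat genes did not pass as a list, with 3 of 16 higher and 2 lower (5 and 2 when adjusted over the list alone, camera adjusted p = 0.259, and adjusted p = 0.617 with an estimated correlation). Abhd6 (Entrez ID 66082, chromosome 14 from 8002888 to 8056773 of GRCm38) had a log2 fold change of 1.04 (standard error 0.13, adjusted p = 0.00182 from edgeR's quasi-likelihood test), and Pnpla3 (Entrez ID 116939, chromosome 15 from 84167776 to 84189521) a log2 fold change of 2.60 (standard error 0.35, adjusted p = 0.00232). Ivd (Entrez ID 56357, chromosome 2 from 118861959 to 118882909) had a log2 fold change of 1.36 (standard error 0.16, adjusted p = 0.00156), and Pccb (Entrez ID 66904, chromosome 9 from 100982032 to 101034940) a log2 fold change of 1.16 (standard error 0.15, adjusted p = 0.00208). All 3 KO-HFD libraries lay above all 3 WT-HFD libraries for these 4 genes, each chosen for a small p within its list. KO-HFD 2 holds the most liver transcripts, with the albumin gene Alb at 1107 CPM there and at 95.6 and 157.8 in KO-HFD 1 and 3, all without TMM.

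**Figure D4:**
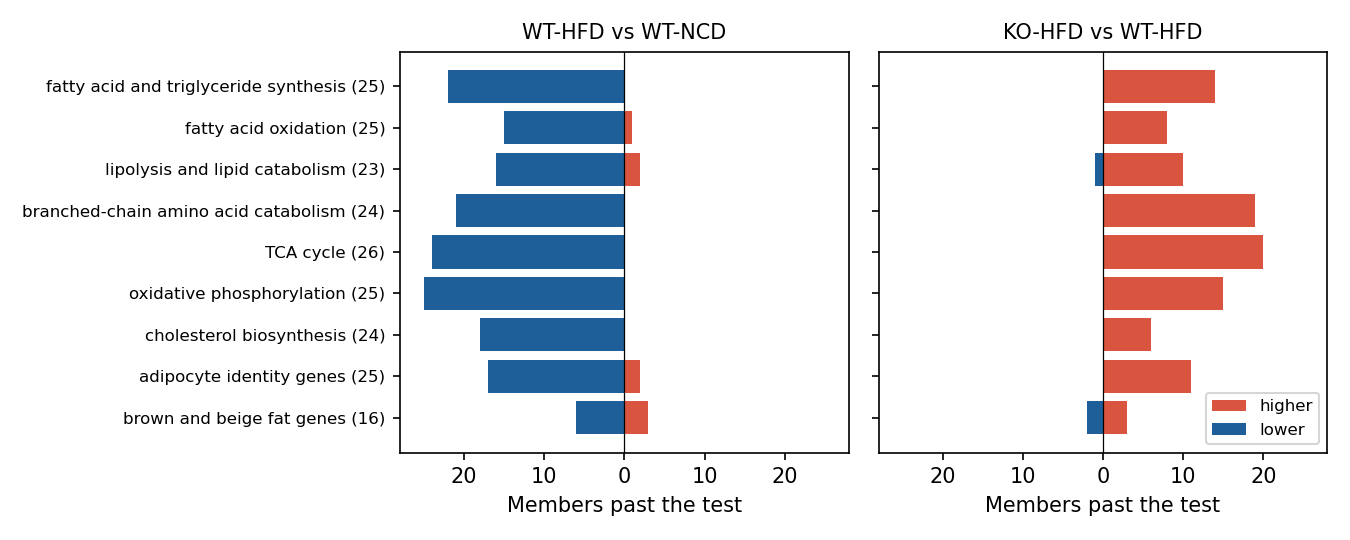
Number of genes of each metabolic list that were higher (right of 0) or lower (left of 0) at an adjusted p under 0.05, in WT-HFD against WT-NCD and in KO-HFD against WT-HFD. In branched-chain amino acid catabolism, 21 of 24 genes were lower in WT-HFD than in WT-NCD and 19 were higher in KO-HFD than in WT-HFD.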

In the KO-HFD group, pathways associated with lipid metabolic (catabolic) processes were enriched (Figure 4F, Supplementary Figure S2C). 

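Receptors and chemokines that activate and attract leukocytes were lower in gWAT of KO-HFD mice than of WT-HFD mice. C5ar1, the receptor for the complement chemoattractant C5a, was at 19.6 ± 13.7 CPM in KO-HFD and 188 ± 36.8 in WT-HFD (SD, n = 3). The chemokine gene Ccl9 was at 115 ± 29.4 against 813 ± 216 CPM (SD, n = 3), and Cd84, a self-binding receptor of leukocytes, at 37.3 ± 12.3 against 163 ± 70.4 (SD, n = 3). Markers of macrophages fell together with them, and Mrc1, the mannose receptor of anti-inflammatory macrophages, had a log2 fold change of -1.28 (standard error 0.21, adjusted p = 0.00515 from edgeR's quasi-likelihood test). Of 32 leukocyte chemotaxis genes, 15 fell (17 when adjusted over the list alone, median log2 fold change -1.49, camera adjusted p = 1.75e-10, and adjusted p = 0.282 with an estimated correlation). Of 20 pro-inflammatory cytokines and mediators, 8 were lower (8 lower and 1 higher when adjusted over the list alone, camera adjusted p = 5.58e-08, and adjusted p = 0.282 with an estimated correlation). Phagosome and lysosome genes had 21 of 29 lower (25 when adjusted over the list alone, camera adjusted p = 4.64e-18, and adjusted p = 0.282 with an estimated correlation), and inflammasome and necroptosis genes 8 of 16 (11 over the list alone, camera adjusted p = 4.13e-06, and adjusted p = 0.282 with an estimated correlation). The macrophage markers were lower for 14 of 23 (20 when adjusted over the list alone, median -1.64, camera adjusted p = 5.76e-15, and adjusted p = 0.282 with an estimated correlation), and the lipid-associated macrophage genes for 14 of 18 (16 over the list alone, camera adjusted p = 1.87e-15, and adjusted p = 0.282 with an estimated correlation). The genes of resident and anti-inflammatory macrophages were lower too, 6 of 16 with 1 higher (8 and 2 when adjusted over the list alone, camera adjusted p = 0.00204, and adjusted p = 0.282 with an estimated correlation). Of the written-out Hallmark list, 43 genes were lower and 4 higher (58 and 5 when adjusted over the list alone, camera adjusted p = 1.33e-06, and adjusted p = 0.363 with an estimated correlation). Neutrophil markers, high in 2 of the 3 WT-HFD libraries, were lower for 6 of 8 (7 over the list alone, camera adjusted p = 0.00178, and adjusted p = 0.396 with an estimated correlation). C5ar1 (Entrez ID 12273, chromosome 7 from 16246743 to 16259540 of GRCm38) had a log2 fold change of -3.26 (standard error 0.52, adjusted p = 0.00439 from the same test). Ccl9 (Entrez ID 20308, chromosome 11 from 83572917 to 83578636) had a log2 fold change of -2.82 (standard error 0.39, adjusted p = 0.00274), Cd84 (Entrez ID 12523, chromosome 1 from 171839697 to 171890718) a log2 fold change of -2.13 (standard error 0.38, adjusted p = 0.00664) and Il1rn a log2 fold change of -4.26 (standard error 0.41, adjusted p = 0.00111). Every KO-HFD library lay below every WT-HFD library for C5ar1, Ccl9, Cd84, Il1rn and Mrc1, genes that were chosen for a small p or a large change. Markers of T cells went the other way, with 3 of 12 higher and 1 lower (5 and 1 when adjusted over the list alone, camera adjusted p = 0.0216, and adjusted p = 0.532 with an estimated correlation).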

Pathways associated with leukocyte activation and chemotaxis were enriched in the WT-HFD group (Figure 4G, Supplementary Figure S2C).

### 3.5 Cx43 KO Protects Mice From HFD-Induced Metabolic Dysfunction, Partly by Reducing the Inflammasome Signaling Pathway

We further validated the RNA-seq data at transcript and protein levels using qPCR, immunoblotting, and immunohistochemical analyses. Based on qPCR analysis, HFD feeding upregulated P2RX7 and P2RX4 expression levels in the gWAT of WT mice, but not in the gWAT of Cx43-MKO mice (Figure 5A). Histological analysis of H&E-stained paraffin sections indicated that Cx43-MKO reduced the accumulation of crown-like structures in gWAT after HFD feeding (Figure 5B). Western blot analysis further confirmed that Cx43-MKO reduced HFD-induced recruitment of F4/80+ macrophages (Figure 5C). qPCR analysis confirmed the RNA-seq data, presenting reduced mRNA expression of pro-inflammatory cytokines in Cx43-MKO mice under HFD when compared with WT-HFD-fed mice (Figure 5A). It is well-established that P2RX7 signaling in macrophages facilitates the inflammasome signaling pathway. Consequently, inflammasome marker expression was decreased in the gWAT of MKO mice fed an HFD for 8 weeks (Figure 6A). Moreover, FACS analysis indicated that pro-inflammatory macrophages (F4/80+CD11c+) were reduced in KO mice fed an HFD (Figure 6B). Phenotypic analysis revealed that Cx43-MKO mice exhibit improved glucose tolerance and insulin sensitivity (Figure 6C).

**FIGURE 5:**
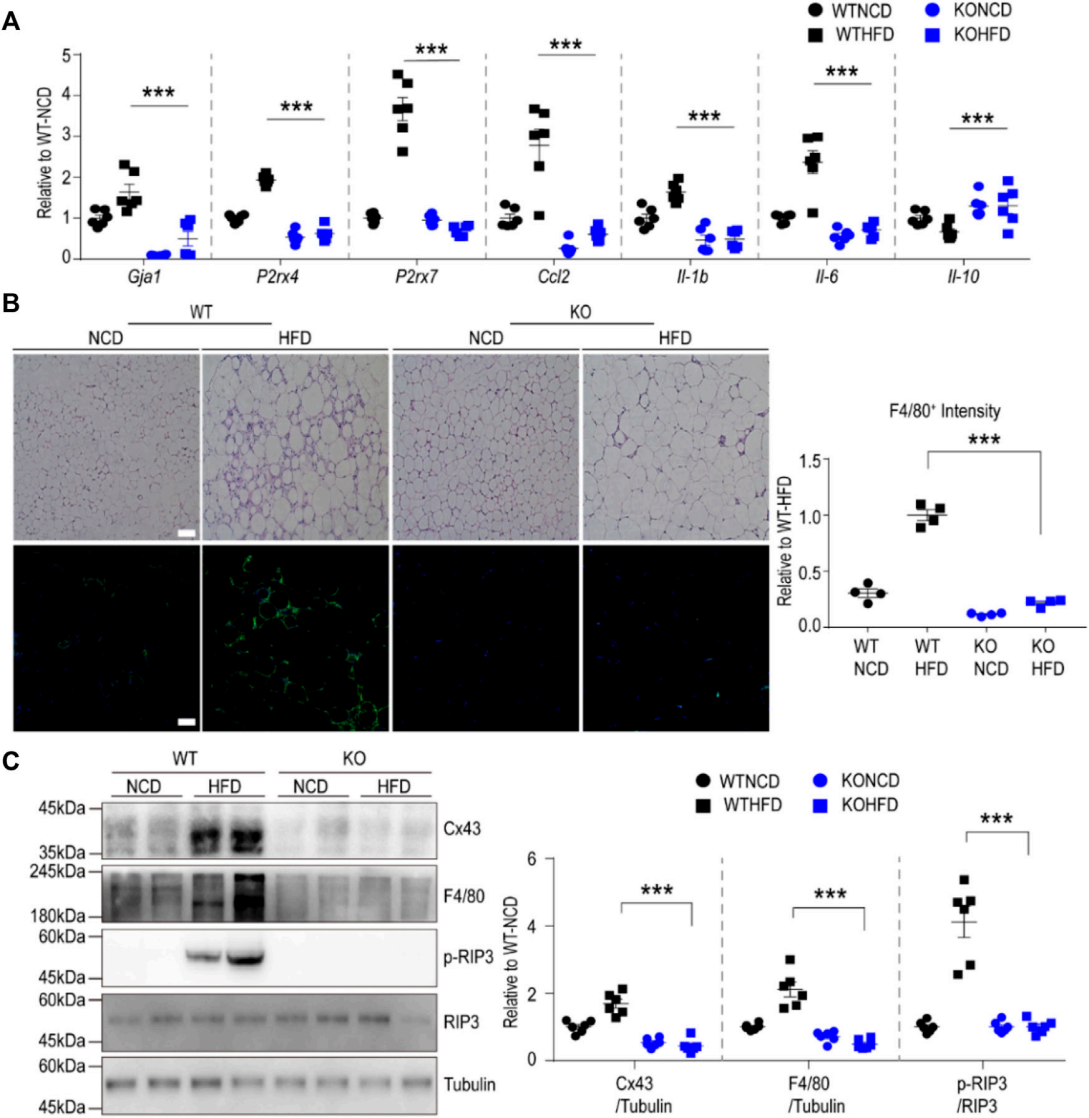
Macrophage-specific Cx43 KO protected mice from HFD-induced inflammation in gonadal white adipose tissue **(A)** qPCR analysis of gWAT of WT and Cx43 MKO mice fed with either normal chow diet (NCD) or high-fat diet (HFD) for 8weeks (n = 6). Significant effects of genotype (*Gja1*: *p =* 0.001, *P2rx4*: *p* < 0.0001, *P2rx7*: *p* < 0.0001, *Ccl2*: *p* < 0.0001, *Il-1b*: *p* < 0.0001, *Il-6*: *p* < 0.0001, *Il-10*: *p* < 0.0001) and significant effects of diet (*Gja1*: *p* < 0.0001, *P2rx4*: *p* < 0.0001, *P2rx7*: *p* < 0.0001, *Ccl2*: *p* < 0.0001, *Il-1b*: *p =* 0.0039, *Il-6*: *p* < 0.0001, *Il-10*: *p =* 0.0391) were observed. Significant differences between WT HFD and KO HFD groups were determined by Bonferroni post hoc tests **(B)** Representative images of H/E and F4/80 stained paraffin sections, and quantification of F4/80 fluorescence intensity in gWAT of WT and Cx43 MKO mice fed NCD or HFD for 8 weeks (n = 4). Significant effects of genotype (*p* < 0.0001) and diet (*p* < 0.0001) were observed. Significant differences between WT HFD and KO HFD groups were determined by Bonferroni post hoc tests **(C)** Immunoblot analysis of gWAT of WT and Cx43 MKO mice fed with either NCD or HFD for 8 weeks (*n* = 6). Significant effects of genotype (Cx43: *p* < 0.0001, F4/80: *p* < 0.0001, p-RIP3: *p* < 0.0001) and significant effects of diet (Cx43: *p* < 0.0037, F4/80: *p* = 0.003, p-RIP3: *p* < 0.0001) were observed. Significant differences between WT HFD and KO HFD groups were determined by Bonferroni post hoc tests. Two-way ANOVA with Bonferroni post hoc tests was used (***p < 0.001). Each point represents biological replicate. Data are presented as mean ± S.E.M.

**FIGURE 6:**
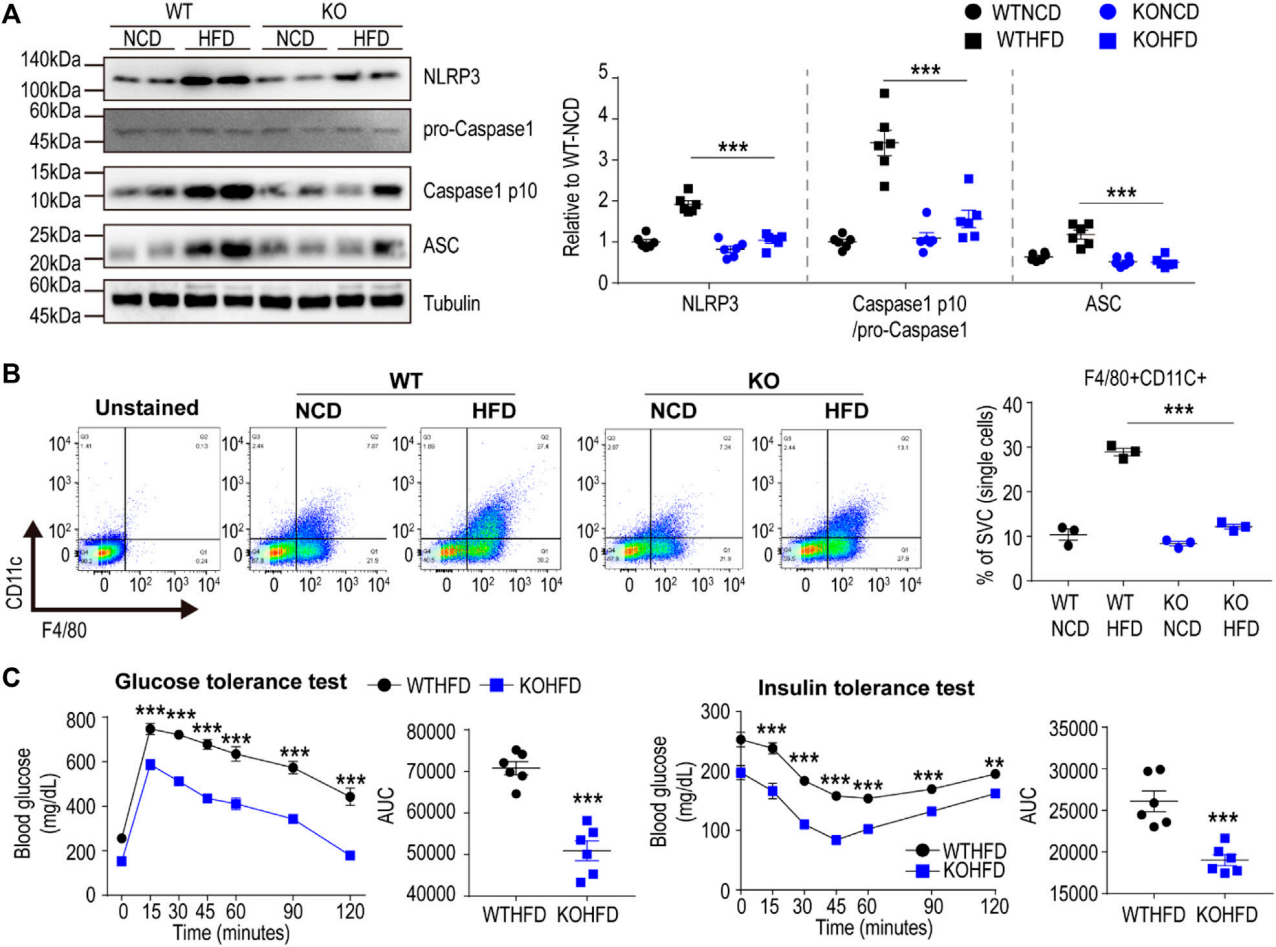
Macrophage-specific Cx43 KO protected mice from HFD induced metabolic dysfunction **(A)** Immunoblot analysis of gonadal white adipose tissue (gWAT) of WT and Cx43 MKO mice fed with normal chow diet (NCD) or high-fat diet (HFD) for 8 weeks (n = 6). Significant effects of genotype (NLRP3: *p* < 0.0001, Caspase1 p10: *p* < 0.0001, ASC: *p* < 0.0001) and significant effects of diet (NLRP3: *p* < 0.0001, Caspase1 p10: *p* = 0.0001, ASC: *p* = 0.0006) were observed. Significant differences between WT HFD and KO HFD groups were determined by Bonferroni post hoc tests **(B)** Flow cytometric analysis of SVCs obtained from gWAT of WT and Cx43 MKO mice fed with NCD or HFD for 8 weeks (n = 3). Significant effects of genotype (*p* < 0.0001) and diet (*p* < 0.0001) were observed. Significant differences between WT HFD and KO HFD groups were determined by Bonferroni post hoc tests **(C)** Glucose tolerance and insulin tolerance tests of WT and Cx43 MKO mice fed with HFD for 8 weeks (n = 6). Two-way ANOVA with Bonferroni post hoc tests was used in A-B. Unpaired, two-tailed t-tests (**p < 0.01, ***p < 0.001) were used in C. Each point represents biological replicate. Data are presented as mean ± S.E.M.

## 4 Discussion

Obesity and related metabolic diseases can be characterized by a chronic inflammatory status (Reilly and Saltiel, 2017). Changes in macrophage phenotypes are correlated with the pathological remodeling of adipose tissue, thereby contributing to the development of insulin resistance and obesity-related metabolic dysfunction (Reilly and Saltiel, 2017).

Cx43 plays a key role in gap junction communication between cells (Evans and Martin, 2002). In addition to functioning as a gap junction channel, Cx43 hemichannels can mediate ATP release from cells and consequently regulate the autocrine activation of macrophages via ATP signaling (Dosch et al., 2019). Consistently, our data indicated that macrophage expression of Cx43 is critical during extracellular ATP signaling for pro-inflammatory macrophages activation in adipose tissue during HFD feeding.

Interestingly, we observed that macrophage-specific deletion of Cx43 protected mice from HFD-induced inflammation, consequently ameliorating glucose tolerance and insulin sensitivity. It is well-known that inflammatory responses in adipose tissue are one of the primary factors that contribute to the development of over-nutrition-induced metabolic dysfunction. In this regard, adipose tissue macrophages have been characterized as the major cell types responsible for pro-inflammatory cytokine production and inflammation. For instance, in patients with obesity, hypertrophic adipose tissue is frequently associated with pro-inflammatory macrophages and crown-like structures. Previous studies using diet-induced obesity mouse models reported that gWAT manifests more prominent macrophage infiltration, compared to other depots at different anatomical locations, such as subcutaneous and mesenteric WAT (van Beek et al., 2015). Thus, in this study, we focused on gWAT to investigate macrophage-specific roles of Cx43 during the development of obesity in mice.

We hypothesized that Cx43-mediated ATP release and the purinergic receptor P2RX7 signaling pathway in macrophages are factors that facilitate over-nutrition-induced inflammatory responses. This observation further suggests that pharmacological inhibition of Cx43 could afford a novel therapeutic strategy for obesity-associated inflammation and resistance. However, although the current study focused on the roles of macrophage-expressed Cx43, it is crucial to note that Cx43 activation in adipocytes mediates beneficial effects by facilitating cAMP coupling between adipocytes to increase protein kinase A (PKA)-signaling-mediated lipid catabolism and energy expenditure (Zhu et al., 2016). Therefore, the cell type-specific delivery of Cx43 modulators is required to develop novel therapies to treat obesity-related metabolic diseases.

Herein, our findings suggest that Cx43 KO inhibits the P2RX7-mediated activation of macrophages. Although not examined in the current study, extracellular ATP signaling is also known to be involved in regulating adipocyte function. For example, P2X7 receptor downstream signaling regulates lipid metabolism and adipogenesis, and P2RX7 KO affects fat distribution *in vivo* (Beaucage et al., 2014). In the present study, we could not precisely determine the cell type-specific contribution of Cx43/ATP/P2RX7 purinergic signaling. Further studies using single-cell level analysis are necessary to comprehensively clarify the effects of macrophage-specific Cx43 KO on other cell types, including adipocytes, through paracrine mechanisms.

Collectively, our study demonstrates the critical role of Cx43 in the pro-inflammatory activation of macrophages during HFD-induced adipose tissue remodeling in mice. Mechanistically, Cx43-mediated ATP release could induce autocrine macrophage activation, potentially through P2RX7. Identifying molecular players in over-nutrition-induced macrophage activation is critical for understanding adipose tissue inflammation and insulin resistance.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO, accession no: GSE204794.

# Supplementary material for: Macrophage-Specific Connexin 43 Knockout Protects Mice from Obesity-Induced Inflammation and Metabolic Dysfunction
**Source:** Front Cell Dev Biol. 2022 Jun 21;10:925971. doi: 10.3389/fcell.2022.925971

Supplementary Material

Supplemental figures

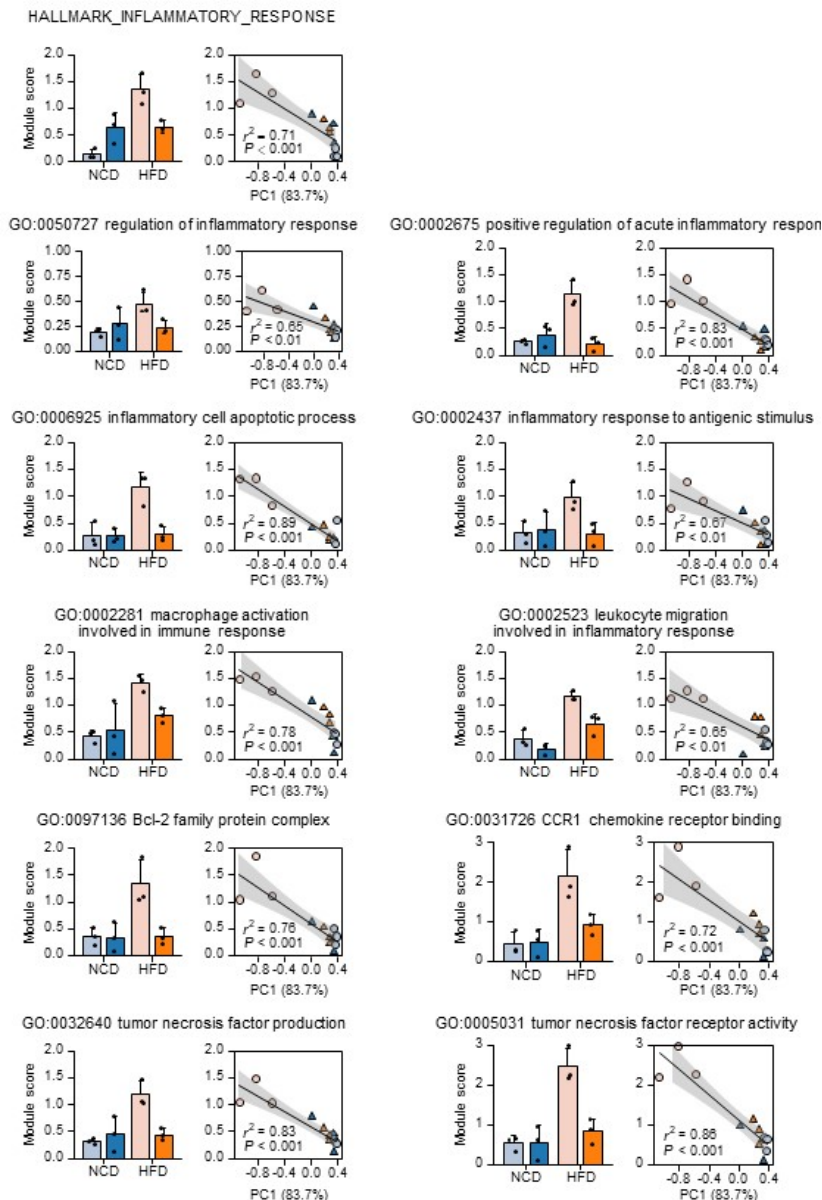

Figure S1. Module score and correlation analysis of genes involved in inflammation

Module scores of genes associated with inflammatory response were calculated by averaging Z-normalized expression. Correlation analysis between module score of genes associated with inflammatory response and PC1 values (from Figure 3B). Genes involved in inflammation were positively regulated in WT-HFD (average expression), whereas not in other groups. PC1 showed a high correlation with the average expression of genes associated with each enrichment analysis, confirming that it is a major biological process that differentiates WT-HFD group from other groups.

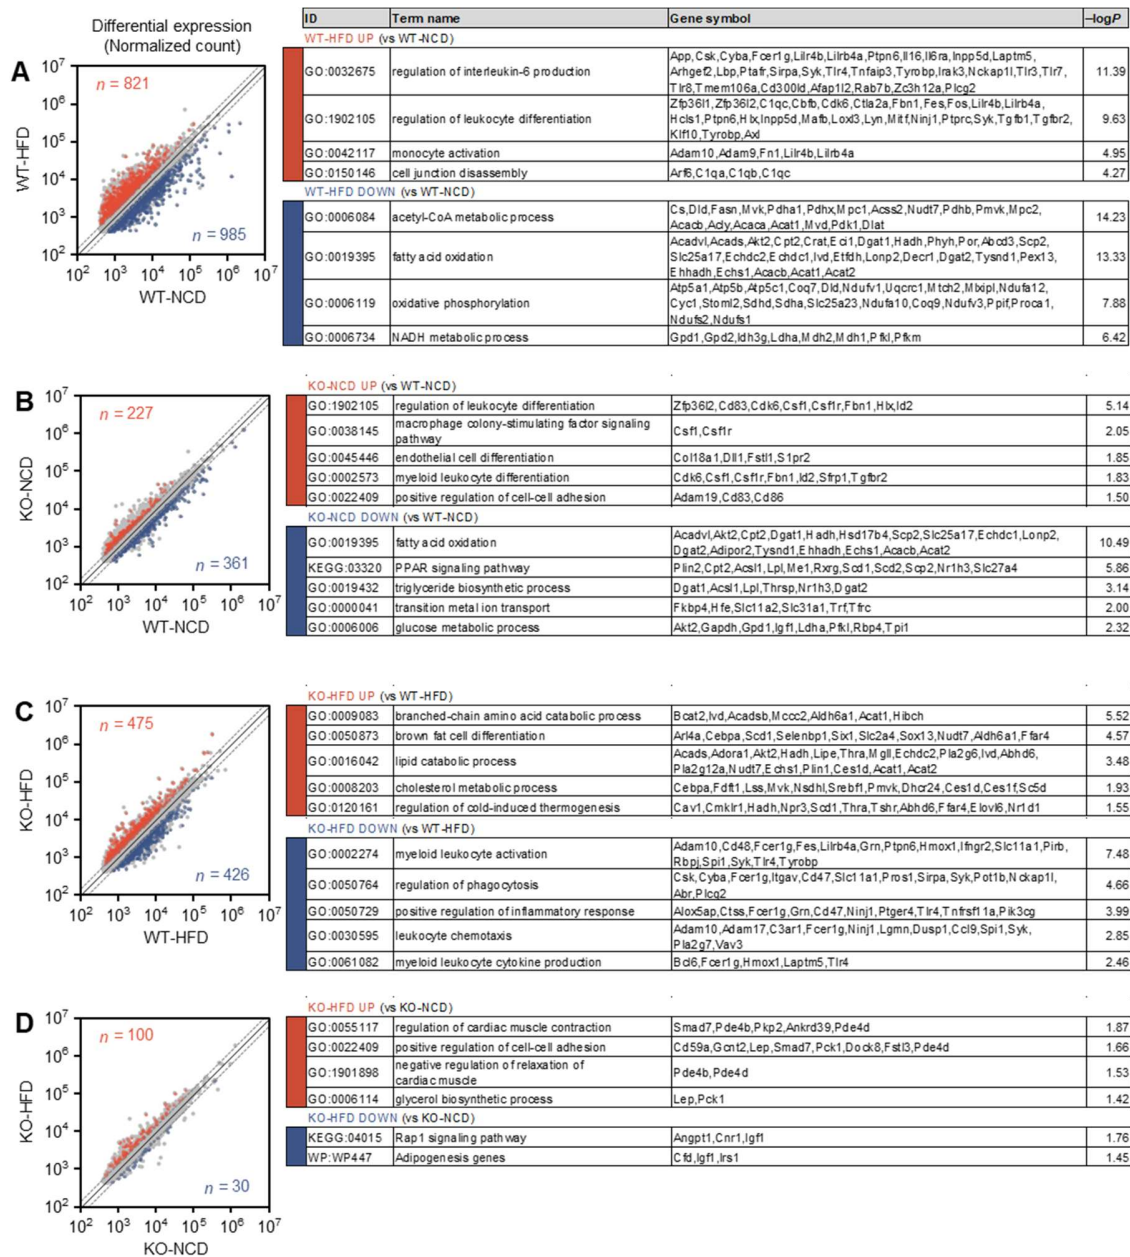

Supplementary Tables

Table S1. Antibodies used for Western blot and Immunohistochemistry

**Antibody**	**Host**	**Company**	**Catalog #**	**Dilution**
Cx43	Rabbit	Cell Signaling	3512	1:1000(WB)<br>1:100(IHC)
F4/80	Rabbit	Cell Signaling	30325	1:1000(WB)
	Rat	Serotech	MCA497GA	1:100(IHC)
p-RIP3	Rabbit	Abcam	ab195117	1:1000
RIP3	Mouse	Cell Signaling	15828	1:1000
NLRP3/NLAP3	Mouse	AdipoGen Life Sciences	AG-20B-0014	1:1000
ASC/TMS1/PYCARD	Mouse	Santa Cruz	sc-514414	1:1000
Anti-Caspase1	Mouse	Santa Cruz	sc-56036	1:1000
α/β tubulin	Rabbit	Cell Signaling	2148	1:3000
Goar anti-rabbit IgG, HRP	Goat	Invitrogen	31460	1:3000
Goat anti-mouse IgG,HRP	Goat	Jackson	115-035-174	1:3000
Donkey anti-Rat IgG (H+L) Highly cross-adsorbed Secondary Antibody, Alexa Fluor™ 488	Rat	Invitrogen	A21208	1:100 (IHC)

Table S2. Primers used for qPCR

Reverse primer	Forward primer	Primer
GTT TTC TCC GTG GGA CGT GA	CAG GTC TGA GAG CCC GAA CT	<i>Gjal</i>
CCG ACA GCA CGA GGC TTT	CTG GTG TGT GAC GTT CCC ATT<br>A	<i>Il-1b</i>
TCT GAC CAC AGT GAG GAA TG	AGT GGC TAA GGA CCA AGA CC	<i>Il-6</i>
AAG GCA TCA CAG TCC GAG TC	CTG GAT CGG AAC CAA ATG AG	<i>Ccl2</i>
TCA CCT GCT CCA CTG CCT TGC	GGC AGA GAA GCA TGG CCC<br>AGA A	<i>Il-10</i>
GTC AAA CTT GCC AGC CTT TCC	ACA ACG TGT CTC CTG GCT ACA<br>AT	<i>P2rx4</i>
CCC CAC CCT CTG TGA CAT TCT	AGC ACG AAT TAT GGC ACC GT	<i>P2rx7</i>
TTA CAG GAC ATT GCG AGC AG	GTG GTC TTT GGG AAG GTG AA	<i>Ppia</i>

Table S3. Related to Figure 4. GSEA showing the enriched gene set that differentiates WT-HFD and the others

Gene set	Size	ES	NES	NOM<br>p-val	FDR<br>q-val	q <<br>0.05
HALLMARK_ALLOGRAFT_REJECTION	118	0.7861	1.8556	0.0000	0.0009	TRUE
HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION	141	0.7452	1.7972	0.0000	0.0074	TRUE
HALLMARK_COMPLEMENT	127	0.7362	1.7540	0.0024	0.0131	TRUE
HALLMARK_INTERFERON_GAMMA_RESPONSE	167	0.7171	1.7532	0.0000	0.0098	TRUE
**HALLMARK_INFLAMMATORY_RESPONSE**	**106**	**0.7177**	**1.7043**	**0.0021**	**0.0208**	**TRUE**
HALLMARK_IL6_JAK_STAT3_SIGNALING	59	0.7720	1.6895	0.0194	0.0205	TRUE
HALLMARK_INTERFERON_ALPHA_RESPONSE	86	0.7402	1.6734	0.0042	0.0213	TRUE
HALLMARK_APICAL_JUNCTION	129	0.6591	1.6042	0.0109	0.0410	TRUE
HALLMARK_P53_PATHWAY	157	0.5379	1.3238	0.0792	0.2889	
HALLMARK_TNFA_SIGNALING_VIA_NFKB	138	0.5502	1.3158	0.1060	0.2724	
HALLMARK_KRAS_SIGNALING_UP	126	0.5478	1.3135	0.0869	0.2510	
HALLMARK_IL2_STAT5_SIGNALING	137	0.5298	1.2603	0.1484	0.3020	
HALLMARK_TGF_BETA_SIGNALING	50	0.5486	1.1580	0.2681	0.4455	
HALLMARK_KRAS_SIGNALING_DN	38	0.5192	1.0915	0.3457	0.5465	
HALLMARK_HEDGEHOG_SIGNALING	18	0.5734	1.0802	0.3834	0.5305	
HALLMARK_PROTEIN_SECRETION	89	0.4275	0.9792	0.5145	0.7137	
HALLMARK_UNFOLDED_PROTEIN_RESPONSE	107	0.4022	0.9328	0.5689	0.7833	
HALLMARK_HEME_METABOLISM	141	0.3789	0.9058	0.6114	0.8057	

Supplementary Material

HALLMARK_APICAL_SURFACE	26	0.4346	0.8619	0.6442	0.8631
HALLMARK_PANCREAS_BETA_CELLS	12	0.4751	0.8574	0.6319	0.8287
HALLMARK_G2M_CHECKPOINT	137	0.3305	0.8018	0.8322	0.9017
HALLMARK_E2F_TARGETS	141	0.2904	0.7105	0.9604	0.9984
HALLMARK_WNT_BETA_CATENIN_SIGNALING	29	0.3045	0.6169	0.9229	1.0000
HALLMARK_NOTCH_SIGNALING	29	0.2601	0.5283	0.9878	0.9947

GSEA was performed against hallmark gene sets (h.all.v7.5.symbols). Size: the number of genes in the corresponding gene set; ES: enrichment score; NES: normalized ES; NOM p-val: nominal P value; FDR q-val: false discovery rate-adjusted q value; $q < 0.05$: significance threshold.

Full-length blots for figures
Figure1A

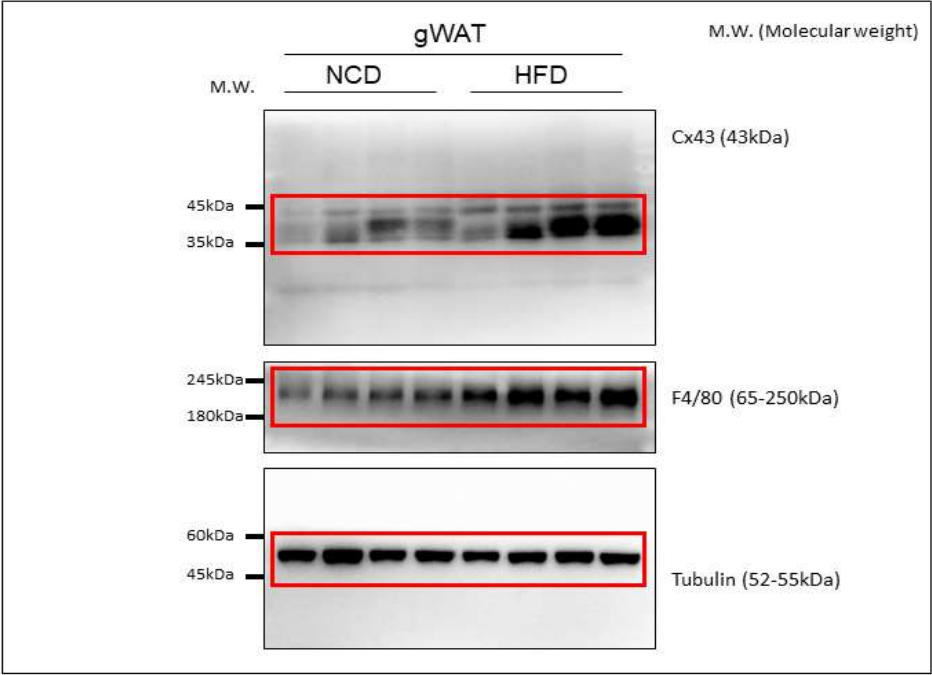

Figure2A

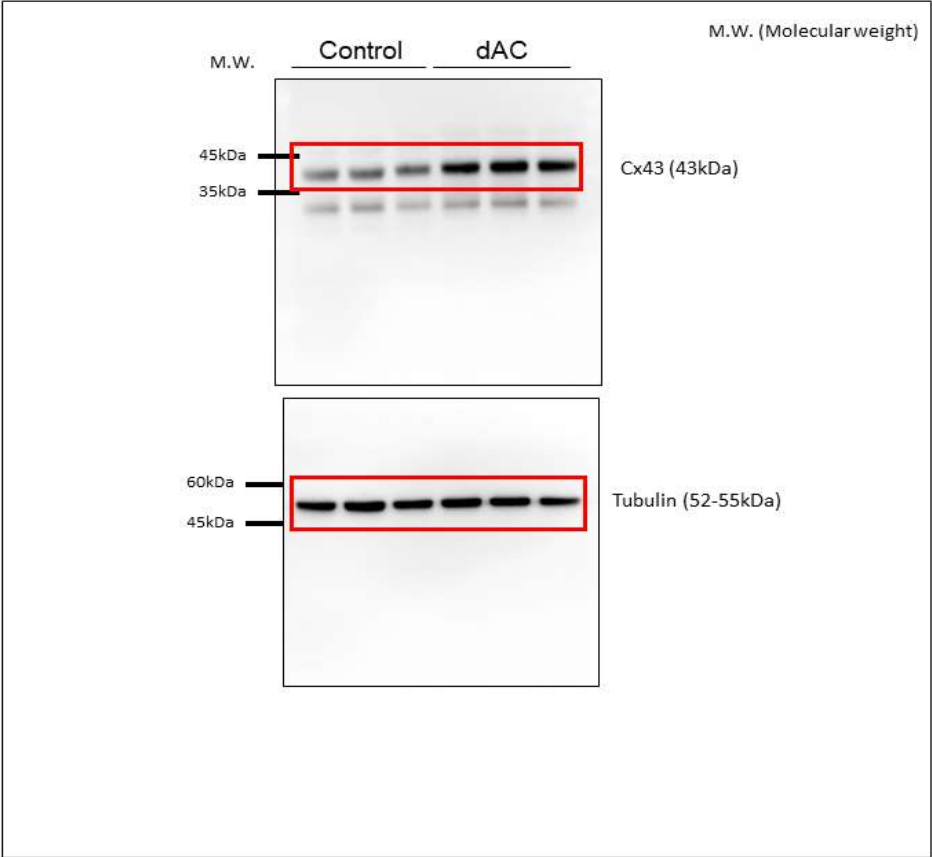

Figure5C

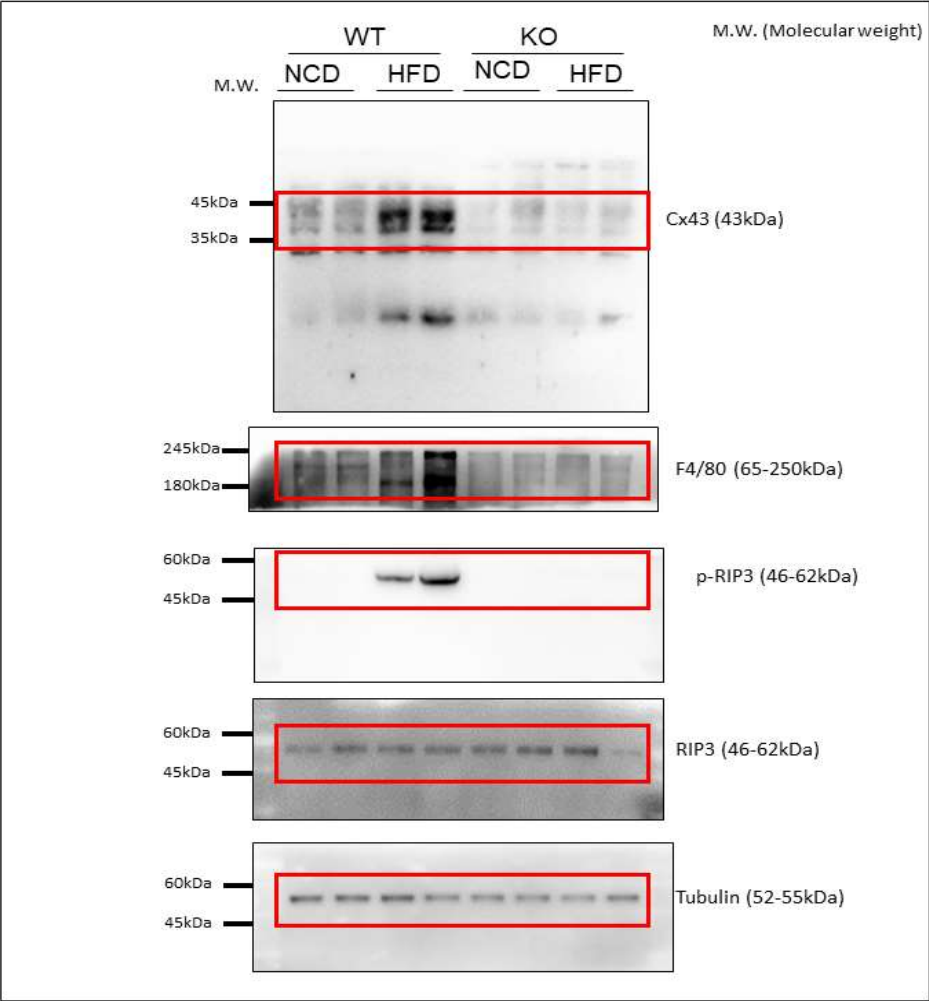

Figure6A

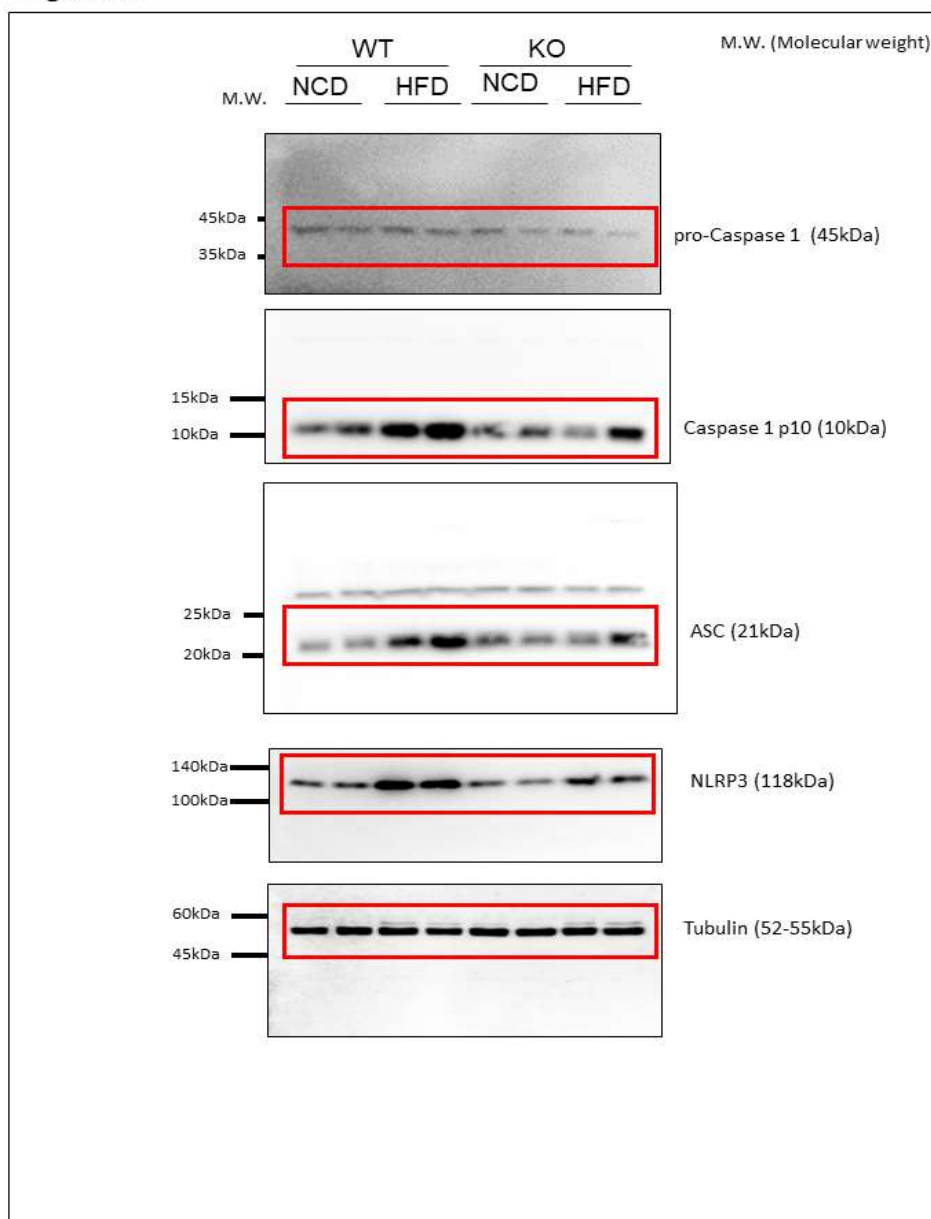

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

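RNA from gWAT of WT and KO mice on NCD or HFD was sequenced in 12 libraries, 3 per group, and the deposited table gives raw counts per gene for all of them. According to the deposited description, base calls were converted with bcl2fastq version 2.20.0, reads were trimmed with Trimmomatic and mapped to mm10 with HISAT2 version 2.1.0, and genes were counted with StringTie version 1.3.4d. The values are whole numbers and were used as raw counts. The strand of the libraries used in counting is not stated. Of 19792 Entrez gene IDs, 19745 matched a symbol in the RefSeq annotation of GRCm38 and 47 did not, and these were tested without a name. Coordinates are those of that annotation.

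Total counts ran from 47185990 to 73167755 per library, with a median of 63334598. The 16352 genes kept by filterByExpr (minimum count 10, minimum total count 15) hold 99.989% of the counts, and 3440 genes were left out. The counts were normalized by TMM and fitted with edgeR version 4.0.16 in R version 4.3.3, with 1 mean per group and 8 residual degrees of freedom. The common dispersion was 0.115, a biological coefficient of variation of 0.339. The quasi-likelihood test compared WT-HFD with WT-NCD, KO-HFD with KO-NCD, KO-HFD with WT-HFD and KO-NCD with WT-NCD, and tested the diet by genotype interaction. Genes were counted at a Benjamini-Hochberg adjusted p under 0.05 and, separately, at the study's thresholds of a fold change over 1.5 and a p under 0.05, taken as unadjusted. Standard errors of log2 fold changes were derived from the test statistic.

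Tested on simulated counts with the depth and dispersion of these libraries, the comparison of WT-HFD with WT-NCD recovered 35 of 100 genes changed 2-fold and 77 of 100 changed 4-fold, with 1 wrong call among 113. That of KO-HFD with KO-NCD recovered 40 and 73, with 4 wrong calls among 117, that of KO-HFD with WT-HFD 46 and 71, with 11 among 128, and that of KO-NCD with WT-NCD 40 and 64, with 4 among 108. In these simulations, a change of 2-fold was thus missed more often than found at 3 libraries per group. Only 100 genes were changed by each fold there. In the real data, 5881 genes passed for WT-HFD against WT-NCD, 2570 for KO-HFD against WT-HFD and 2154 for KO-NCD against WT-NCD. The cutoff of an adjusted p depends on how many genes change, so the simulated shares do not give the share found in these real comparisons. The median gene had an SD of 0.224 between libraries on the log2 scale in WT-NCD, 0.23 in WT-HFD, 0.187 in KO-NCD and 0.216 in KO-HFD. A count of 0 allows up to 3 counts, and intervals of counting error do not cover the spread between mice.

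The lists hold pathways (inflammation, macrophages, chemotaxis, purinergic signalling, connexins, lipid and mitochondrial metabolism, extracellular matrix, cell cycle and others) and markers of other cell types and neighbouring organs. They were tested with camera from limma version 3.58.1 at an inter-gene correlation of 0.01, with p adjusted over the 40 lists of a comparison, and again with an estimated correlation. At 0.01, the numbers of lists with an adjusted p under 0.05 were 27 for WT-HFD against WT-NCD, 10 for KO-HFD against KO-NCD, 23 for KO-HFD against WT-HFD, 21 for KO-NCD against WT-NCD and 24 for the interaction, and with an estimated correlation 0 in each. The genes of a list named in the text are those the study names, the 6 with the largest change in each direction that had an adjusted p under 0.05, above-median expression and no overlap between groups, and up to 4 of each list with the smallest p, while genes named after their values were seen are marked. The PCA used prcomp, and the module score is the mean z-score of the written-out Hallmark list.

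In KO mice, the KO-NCD and KO-HFD libraries of number 1 and those of number 2 were alike after the group means were removed, with correlations of 0.468 and 0.699. Those of number 3, at 0.195, were hardly more alike than KO-NCD 1 and KO-HFD 3 at 0.182 or KO-NCD 3 and KO-HFD 1 at 0.138. Correlations in the other pairs of groups were mixed in sign, so the numbers were treated as a block in an alternative only. With the replicate block, 6 genes passed between KO-HFD and KO-NCD in the fit of all 12 libraries, 2 of them among the 5 that passed without it, and 0 with the KO libraries alone. WT-HFD 4 was given a block level of its own. Other alternatives were DESeq2 size factors, the DESeq2 Wald test (version 1.42.0), no filter on low counts, the 9895 genes of highest mean, a fit of the 2 groups compared, other scalings of the PCA and module score, and leaving out each library in turn. Added after the counts were seen were leaving out WT-NCD 1 and WT-NCD 2, leaving out KO-NCD 2 and KO-HFD 2, leaving out the seminal vesicle genes, and the block in the KO libraries alone. Splits of the 6 libraries of each comparison into groups of 3 were counted, 10 each with the real one, and 100 random splits for the interaction. No alternative with another pseudocount was run, because the table holds counts. The paper's qPCR, immunoblot, histology and flow cytometry have no deposited data and were not analysed.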

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

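The tests of seminal vesicle tissue and of the spread and other organs in KO mice were chosen after their results had been seen, as were the lists of seminal vesicle, liver and ciliated epithelium genes and the fits without these seminal vesicle genes or without WT-NCD 1 and 2.

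The diet response differed between WT and KO mice for 2893 genes in the interaction test of edgeR, and for the written-out Hallmark inflammatory response list with a camera adjusted p of 4.34e-11 (49 genes with a lower and 6 with a higher response in KO mice, adjusted p = 0.192 with an estimated correlation). In KO mice 5 genes passed. A response of the WT size hidden by the spread between KO libraries is argued against, since the 2880 genes that rose in WT mice had a median log2 fold change of 0.0443 in KO mice (quartiles -0.147 to 0.303) against 1.14 in WT mice. Leaving out KO-NCD 2 and KO-HFD 2, which hold the most transcripts of liver and ciliated epithelium, gave 0.00339. That fit keeps KO-HFD 1 and KO-HFD 3, where liver genes took 0.0164% and 0.0278% of the counts, so it does not remove all transcripts of other organs. The KO-NCD libraries differed from WT-NCD in the direction of HFD, but whether the genotype is the source stays open. The covariance of the fold changes of KO-NCD and WT-HFD, both against WT-NCD, was 1.41, which exceeded the mean of that simulated for shared controls by 1.24, and it was 1.53 to 1.73 without 1 WT-NCD library, 2.13 without WT-NCD 1 and 2 and 1.16 without the seminal vesicle genes. The correlation was 0.605 against 0.465 to 0.525 in the simulations. Any way in which the WT-NCD samples stand apart adds to these values, so a difference of the genotype and one of the WT-NCD samples cannot be told apart. Tamoxifen, which the treatment labels list for KO samples alone and the deposited protocol for mice of no named genotype, stays open and was not tested, as does the deletion itself. Strain background, which can differ because the WT mice lacked the CreER line with its FVB name, also stays open and was not tested.

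Transcripts of the seminal vesicle, in genes the paper does not discuss, took 9.14%, 10.8% and 2.09% of the counts in WT-NCD 1, 2 and 3, and at most 0.00174% in any other library. The diet itself is argued against as their cause, since the highest share in a KO-NCD library was 4.49e-05%. Seminal vesicle tissue or RNA in these samples is a candidate explanation, since all 11 genes kept 1 ratio between libraries (SD of the log2 ratio of WT-NCD 1 and 2 to WT-NCD 3 of 0.127 around a median of 2.28), with Svs2 at 21090, 28440 and 5553 CPM without TMM. It does not account for most of the other genes that were lower in WT-HFD, whose median log2 ratio between these libraries was -0.0646 (quartiles -0.214 to 0.108). For the 254 of 2987 genes at 1 or more, it stays open. No biological explanation was tested, and whether the samples were dissected differently stays open.

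Transcripts of secreted liver proteins took 0.0683% of the counts in KO-NCD 2 and 0.179% in KO-HFD 2, and those of ciliated epithelium 0.0111% and 0.0066%. The 10 liver genes kept 1 ratio between these libraries (SD of 0.188 around a median log2 ratio of 1.27), with Alb at 406.3 and 1107 CPM without TMM. Liver RNA from a single source or from separate sources would both give this, so whether the libraries share a source stays open. That 1 source of fixed composition brought both the liver and the ciliated epithelium transcripts is argued against, since the median log2 ratio of the ciliated epithelium genes was -0.786, lower by 2.05. Alb was also at 95.6 and 157.8 CPM without TMM in KO-HFD 1 and 3. Tissue of other organs in these samples stays a candidate, and no biological explanation was tested.

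S100a9, in a cell type the paper does not report on, was at 58.8 CPM in WT-HFD 2 and 192 in WT-HFD 4, and at 0.49 in WT-HFD 1.

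Hbb-b1, a haemoglobin gene, was at 403 CPM in WT-HFD 4 and 313 in KO-HFD 3 and at most 0.154 in any other library, and Hbb-bs was at 9.45 and 5.58 CPM in these libraries and at 155.7 to 448.9 elsewhere. C1rb was at 23.7 CPM in WT-HFD 4 and 0 in each other WT library, against 20.9 to 59 in KO libraries. Erdr1 was highest in WT-HFD 4, at 127.6 CPM. Whether strain background differs in these libraries was not tested.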

How the results depend on the processing

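Leaving out WT-NCD 1 and WT-NCD 2, leaving out KO-NCD 2 and KO-HFD 2, leaving out the seminal vesicle genes and blocking the KO libraries alone were chosen after the data had been seen. Over 210 alternatives of 18 counts and main values, 164 kept their direction and their side of the threshold, or stayed within 1.5 times for a count, and over 846 alternatives of 59 values of named genes, each for 1 gene in 1 comparison, 737 did, while 103 ended a call, 6 made one and 0 turned the direction of a called gene. Leaving out the seminal vesicle genes, or DESeq2 size factors, changed none of these 59 calls. For KO-HFD against KO-NCD, 5 genes became 323 in the DESeq2 Wald test, 3 with no filter, 0 in the fit of 2 groups (1645 at an unadjusted p under 0.05), 0 with the KO libraries alone and replicate block, and 1 (without KO-HFD 1) to 8 (without KO-NCD 1) over single libraries left out. For KO-HFD against WT-HFD, 2570 became 4084 in DESeq2, 661 with the replicate block, 1313 in the fit of 2 groups, 1014 without KO-NCD 2 and KO-HFD 2, and 937 to 2783 over single libraries, with 984 without WT-HFD 4, 937 without KO-HFD 2 and 1532 without KO-HFD 3. For KO-NCD against WT-NCD, 2154 became 3749 in DESeq2, 1209 with the replicate block, 1188 in the fit of 2 groups, 76 without WT-NCD 1 and 2, and 499 to 1879 over single libraries, with 563 without WT-NCD 1, 1099 without WT-NCD 3, 537 without KO-NCD 1 and 499 without KO-NCD 3. For the interaction, 2893 became 1356 with the replicate block, 736 without WT-NCD 1 and 2, and 1740 to 3055 over single libraries, with 1870 without WT-NCD 1, 1740 without KO-NCD 1 and 1872 without KO-NCD 3. For WT-HFD against WT-NCD, 5881 became 2474 without WT-NCD 1 and 2 and 4626 to 5430 over single libraries. At the study's thresholds, fewer genes tested (9895) gave 2992, 335, 1724 and 1445 genes for WT-HFD against WT-NCD, KO-HFD against KO-NCD, KO-HFD against WT-HFD and KO-NCD against WT-NCD, and the last was 1760 without WT-NCD 1 and 2. The median KO response of genes that rose in WT mice, 0.0443, was -0.0285 without KO-NCD 2 and up to 0.153 without another library. The exact p of PC1 was 0.236 over 1000 genes and 0.00606 to 0.236 over single libraries, with 0.0727 without WT-HFD 2 and 0.236 without WT-HFD 4. The difference in module score was 0.748 (exact permutation test, p = 0.0545) without WT-HFD 4 and up to 1.04 without another library. With an estimated inter-gene correlation, the numbers of lists called, 27, 10, 23, 21 and 24, became 0 in camera in each comparison. With the replicate block, 4 list calls ended, those of interferon-stimulated genes (adjusted p = 0.291) and neutrophil markers (adjusted p = 0.152) in WT mice on HFD and the same lists in the interaction (adjusted p = 0.0725 and 0.109). It made 9, of cell cycle genes and of endothelial, smooth muscle and red blood cell markers in KO mice on HFD, red blood cell markers in KO-HFD against WT-HFD, lipid-associated macrophage genes in KO-NCD against WT-NCD, and MHC class II genes and fibroblast and red blood cell markers in the interaction (adjusted p of 0.00269 to 0.0409). A further 8 list tests that passed in neither setting turned direction, with adjusted p of 0.958 for mast cell and 0.995 for dendritic cell markers in WT mice on HFD, 0.986 for purinergic genes in KO mice, 0.359 for interferon-stimulated genes, 0.94 for mast cell, 0.202 for fibroblast and 0.726 for mesothelial markers in KO-HFD against WT-HFD, and 0.844 for mesothelial markers in the interaction. Beyond fewer samples or genes, the cause was not tested. Genes left out by the filter on low counts, 3440, are not described at this depth, and a fit without 1 library leaves 2 in its group.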

Differences from the paper's values

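The settings compared were chosen before the data were examined. The paper's counts come from DESeq2 at its stated thresholds, a fold change of 1.5 and a p under 0.05. The paper names no adjustment, so this p was taken as unadjusted. The counts here use edgeR at these thresholds, with DESeq2 among the alternatives.

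For HFD against NCD in WT mice, the paper's text gives 821 genes higher, and the re-analysis gives 2711, with 1605 to 2831 over the alternatives, all of which differ from the paper's value by more than 1.5 times. For genes lower, the paper gives 985 and the re-analysis 2357. Over the 9895 genes of highest mean the value was 1387, which lies within 1.5 times the paper's value, and every other alternative differs. In KO mice, the paper gives 130 genes changed, and the re-analysis 684, with 335 to 989 over the alternatives, none of which comes within 1.5 times. The paper's figure shows about 100 higher and about 30 lower (Supplementary Figure S2, read by eye), against 448 and 236 here, and no alternative comes within 1.5 times. For KO-HFD against WT-HFD, the paper gives 475 higher and 426 lower, and the re-analysis 1828 and 1551, with 845 to 1990 and 879 to 1645 over the alternatives, none of which comes within 1.5 times. For KO-NCD against WT-NCD, the paper's figure shows about 230 higher and about 360 lower (Supplementary Figure S2, read by eye), and the re-analysis gives 1560 and 1137, with 845 to 1634 and 600 to 1474 over the alternatives, none of which comes within 1.5 times.

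Of the inflammatory response genes, the paper reports 83 higher in WT-HFD and 23 lower, over its 106 genes, and the re-analysis 145 and 39, over the 184 tested genes of a list written out from memory. The lists differ in length, and the shares of genes higher are alike, at 78.3% in the paper and 78.8% here. Over the 9895 genes of highest mean, the values were 99 and 19, which lie within 1.5 times the paper's, and the genes named by the paper, Adgre1, P2rx7 and P2rx4, were higher in WT-HFD here as well.

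The paper's PC1 holds about 84% of the variance (Fig. 4B, read by eye) and PC2 about 10% (Fig. 4B, read by eye), against 34.4% and 29.0% here on log2 values. On linear values, PC1 held 66.0%, which lies within 1.5 times the paper's value, and PC2 19.3%, which does not. Scaled genes, the 1000 genes of highest variance and leaving out each library gave 31.6% to 39.9% for PC1 and 21.0% to 35.3% for PC2, all of which differ. On linear values, PC1 was led by the seminal vesicle genes Svs2 and Svs5 and by Scd1.

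The paper names brown fat cell differentiation among the pathways enriched in KO-HFD (Figure 4F). The 16 brown and beige fat genes listed here did not pass camera for KO-HFD against WT-HFD (adjusted p = 0.259, 3 higher and 2 lower, median log2 fold change 0.49). The lists of lipid catabolism, branched-chain amino acid catabolism and cholesterol biosynthesis, which the figure also shows, passed (camera adjusted p of 1.33e-06, 5.76e-15 and 0.000282, medians of 0.80, 0.80 and 0.48). With an estimated correlation none of the 4 lists passed (adjusted p = 0.617 for brown and beige fat, and adjusted p = 0.282, 0.282 and 0.396 for the others), and a difference between the lists was not tested. The paper reports an effect of genotype and of diet on Gja1 by qPCR in gWAT (Figure 5A), and in the RNA-seq Gja1 passed edgeR's test neither for KO-HFD against WT-HFD (log2 fold change 0.18, adjusted p = 0.741) nor for WT-HFD against WT-NCD (log2 fold change -0.21, adjusted p = 0.66), under any of the alternatives.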

Other observations

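The overlap between the genotypes on both diets, the 4 genes named for it, the fits without WT-NCD 1 and WT-NCD 2 or without KO-NCD 2 and KO-HFD 2, and the division of a shared group between comparisons were chosen after the result had been seen, and the tests of the splits were planned.

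On NCD, gWAT of KO mice held less of the transcripts of lipid synthesis and mitochondrial respiration than gWAT of WT mice, and more of those of extracellular matrix and of NK cells. Acss2, which makes acetyl-CoA from acetate, was at 108 ± 25.7 CPM in KO-NCD and 739 ± 23 in WT-NCD (SD, n = 3, log2 fold change -2.78, standard error 0.23, adjusted p = 0.000363 from edgeR's quasi-likelihood test). Acly, which makes acetyl-CoA from citrate, was at 952 ± 453 against 3550.3 ± 500.0 CPM (SD, n = 3, log2 fold change -1.90, standard error 0.29, adjusted p = 0.00547). All 3 KO-NCD libraries lay below all 3 WT-NCD libraries for both genes, which were named for their small p. Fatty acid and triglyceride synthesis had 15 of 25 lower (19 over the list alone, camera adjusted p = 1.19e-16, and adjusted p = 0.478 with an estimated correlation), cholesterol biosynthesis 12 of 24 lower and 0 higher (14 and 1 over the list alone, camera adjusted p = 8.85e-06, and adjusted p = 0.604 with an estimated correlation), the TCA cycle 14 of 26 lower (20 over the list alone, camera adjusted p = 2.49e-11, and adjusted p = 0.604 with an estimated correlation) and oxidative phosphorylation 18 of 25 lower (24 over the list alone, camera adjusted p = 6.44e-13, and adjusted p = 0.604 with an estimated correlation). NK cell markers had 7 of 9 higher (9 over the list alone, camera adjusted p = 3.98e-05, and adjusted p = 0.604 with an estimated correlation), extracellular matrix genes 8 of 33 higher (10 over the list alone, camera adjusted p = 4.18e-06, and adjusted p = 0.604 with an estimated correlation), interferon-stimulated genes 3 of 25 higher and 1 lower (3 and 1 over the list alone, camera adjusted p = 0.000165, and adjusted p = 0.62 with an estimated correlation) and T cell markers 3 of 12 higher (7 over the list alone, camera adjusted p = 0.000537, and adjusted p = 0.615 with an estimated correlation). The written-out Hallmark list had 23 of 184 higher and 3 lower (24 and 3 over the list alone, camera adjusted p = 6.97e-06, and adjusted p = 0.615 with an estimated correlation), macrophage markers 2 of 23 higher (0 over the list alone, camera adjusted p = 0.000175, and adjusted p = 0.615 with an estimated correlation), pro-inflammatory mediators 3 of 20 higher (8 over the list alone, camera adjusted p = 0.000344, and adjusted p = 0.615 with an estimated correlation) and purinergic genes 5 of 23 higher and 0 lower (5 and 2 over the list alone, camera adjusted p = 0.0116, and adjusted p = 0.604 with an estimated correlation). Among markers of the tissue's own cells, adipocyte identity genes had 2 of 25 lower and 1 higher (6 and 1 over the list alone, camera adjusted p = 0.0149, and adjusted p = 0.62 with an estimated correlation), smooth muscle and pericyte markers 3 of 11 lower and 0 higher (5 and 1 over the list alone, camera adjusted p = 0.0199, and adjusted p = 0.615 with an estimated correlation) and fibroblast and preadipocyte markers 2 of 14 higher (3 over the list alone, camera adjusted p = 0.0283, and adjusted p = 0.62 with an estimated correlation). The other lists that passed camera were those of fatty acid oxidation, lipid catabolism and branched-chain amino acid catabolism, which were lower, and of resident macrophages, chemotaxis and the inflammasome, which were higher (camera adjusted p of 3.76e-05 to 0.034, and adjusted p = 0.615 to 0.62 with an estimated correlation). In total 861 genes were higher and 1293 lower at an adjusted p under 0.05 from edgeR, and the WT-NCD side of each value comes from the libraries with seminal vesicle transcripts. The total of 2154 fell to 563 without WT-NCD 1, 1099 without WT-NCD 3, 537 without KO-NCD 1, 499 without KO-NCD 3 and 76 without both WT-NCD 1 and WT-NCD 2, where the call of Acly was lost (log2 fold change -2.11).

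In WT mice on HFD, genes of fibrosis and cell division rose as well. Col1a1, the alpha 1 chain of type I collagen, was at 620.3 ± 64 CPM in WT-HFD and 161 ± 16.6 in WT-NCD (SD, n = 3, log2 fold change 1.94, standard error 0.19, adjusted p = 8.87e-05 from edgeR's quasi-likelihood test), and Mcm6, a subunit of the replicative helicase, at 48.8 ± 12.2 against 22.8 ± 2.06 (SD, n = 3, log2 fold change 1.10, standard error 0.18, adjusted p = 0.00115). Extracellular matrix and fibrosis genes had 23 of 33 higher (25 over the list alone, camera adjusted p = 3.04e-14, and adjusted p = 0.175 with an estimated correlation), cell cycle genes 21 of 25 higher (22 over the list alone, camera adjusted p = 1.18e-06, and adjusted p = 0.415 with an estimated correlation), lipid-associated macrophage genes 15 of 18 higher (16 over the list alone, camera adjusted p = 3.28e-08, and adjusted p = 0.216 with an estimated correlation), resident and anti-inflammatory macrophage genes 7 of 16 higher and 1 lower (8 and 1 over the list alone, camera adjusted p = 0.0175, and adjusted p = 0.307 with an estimated correlation) and phagosome and lysosome genes 23 of 29 higher and 0 lower (23 and 1 over the list alone, camera adjusted p = 7.8e-12, and adjusted p = 0.216 with an estimated correlation). Immediate-early genes, which also respond to handling of tissue, had 12 of 24 higher (14 over the list alone, camera adjusted p = 3.58e-05, and adjusted p = 0.307 with an estimated correlation). Lower on HFD in WT mice were genes of branched-chain amino acid catabolism with 21 of 24 lower and 0 higher (21 and 1 over the list alone, camera adjusted p = 2.15e-16, and adjusted p = 0.215 with an estimated correlation), the TCA cycle with 24 of 26 lower (25 over the list alone, camera adjusted p = 1.59e-25, and adjusted p = 0.175 with an estimated correlation), oxidative phosphorylation with 25 of 25 lower (25 over the list alone, camera adjusted p = 4.68e-23, and adjusted p = 0.215 with an estimated correlation), cholesterol biosynthesis with 18 of 24 lower (19 over the list alone, camera adjusted p = 1.82e-14, and adjusted p = 0.175 with an estimated correlation), fatty acid oxidation with 15 of 25 lower and 1 higher (16 and 1 over the list alone, camera adjusted p = 3.8e-06, and adjusted p = 0.307 with an estimated correlation), lipid catabolism with 16 of 23 lower and 2 higher (16 and 2 over the list alone, camera adjusted p = 4.35e-06, and adjusted p = 0.227 with an estimated correlation), adipocyte identity with 17 of 25 lower and 2 higher (18 and 2 over the list alone, camera adjusted p = 1.54e-08, and adjusted p = 0.216 with an estimated correlation) and insulin signalling with 10 of 24 lower and 2 higher (10 and 2 over the list alone, camera adjusted p = 0.00494, and adjusted p = 0.307 with an estimated correlation). Interferon-stimulated genes had 2 of 25 higher and 1 lower (1 and 1 over the list alone, camera adjusted p = 0.0474, and adjusted p = 0.724 with an estimated correlation), MHC class II genes 3 of 9 higher (7 over the list alone, camera adjusted p = 0.0416, and adjusted p = 0.582 with an estimated correlation) and brown and beige fat genes 6 of 16 lower and 3 higher (6 and 3 over the list alone, camera adjusted p = 0.375, and adjusted p = 0.682 with an estimated correlation). With the replicate block, the call of the interferon-stimulated genes was lost (adjusted p = 0.291).

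Of the markers of other cells in WT-HFD against WT-NCD, eosinophil markers had 3 of 5 higher (3 over the list alone, camera adjusted p = 0.0474, and adjusted p = 0.215 with an estimated correlation), fibroblast and preadipocyte markers had 5 of 14 higher and 1 lower (8 and 1 over the list alone, camera adjusted p = 0.0114, and adjusted p = 0.474 with an estimated correlation), smooth muscle and pericyte markers had 7 of 11 lower and 0 higher (8 and 1 over the list alone, camera adjusted p = 0.00471, and adjusted p = 0.227 with an estimated correlation), T cell markers had 1 of 12 higher (1 over the list alone, camera adjusted p = 0.497, and adjusted p = 0.822 with an estimated correlation). Mast cell markers had 1 of 8 higher (1 over the list alone, camera adjusted p = 0.852, and adjusted p = 0.928 with an estimated correlation), dendritic cell markers 1 of 8 higher and 1 lower (1 and 1 over the list alone, camera adjusted p = 0.713, and adjusted p = 0.794 with an estimated correlation), endothelial markers 2 of 13 higher (1 over the list alone, camera adjusted p = 0.18, and adjusted p = 0.648 with an estimated correlation), mesothelial markers 1 of 10 higher (0 over the list alone, camera adjusted p = 0.3, and adjusted p = 0.768 with an estimated correlation), Schwann cell and nerve markers 1 of 7 higher and 1 lower (1 and 1 over the list alone, camera adjusted p = 0.548, and adjusted p = 0.668 with an estimated correlation). Testis germ cell markers had 1 of 3 higher (1 over the list alone, camera adjusted p = 0.462, and adjusted p = 0.648 with an estimated correlation), skeletal muscle markers 3 of 9 lower and 1 higher (3 and 1 over the list alone, camera adjusted p = 0.438, and adjusted p = 0.648 with an estimated correlation), red blood cell markers 1 of 7 lower (1 over the list alone, camera adjusted p = 0.45, and adjusted p = 0.648 with an estimated correlation). Of the epididymis markers, 2 were tested, too few for camera, and 1 was lower in WT-HFD.

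In KO-HFD against WT-HFD, extracellular matrix genes had 4 of 33 lower (4 over the list alone, camera adjusted p = 0.00226, and adjusted p = 0.444 with an estimated correlation), cell cycle genes 5 of 25 lower (9 over the list alone, camera adjusted p = 1.52e-05, and adjusted p = 0.444 with an estimated correlation), immediate-early genes 5 of 24 lower (5 over the list alone, camera adjusted p = 0.000854, and adjusted p = 0.443 with an estimated correlation), purinergic genes 6 of 23 lower and 2 higher (9 and 3 over the list alone, camera adjusted p = 0.0658, and adjusted p = 0.396 with an estimated correlation), connexins and pannexins 1 of 13 higher (0 over the list alone, camera adjusted p = 0.198, and adjusted p = 0.444 with an estimated correlation) and insulin signalling genes 5 of 24 higher and 1 lower (5 and 1 over the list alone, camera adjusted p = 0.414, and adjusted p = 0.752 with an estimated correlation). B cell markers had 1 of 8 higher (7 over the list alone, camera adjusted p = 0.00821, and adjusted p = 0.446 with an estimated correlation), with Cd79a at 46.9 CPM in KO-HFD 3 and at 3.88 and 10.5 in KO-HFD 1 and 2, and smooth muscle and pericyte markers had 3 of 11 higher (4 over the list alone, camera adjusted p = 0.00204, and adjusted p = 0.282 with an estimated correlation). For the interferon-stimulated genes and the MHC class II genes, edgeR called 0 (unadjusted p under 0.05 for 1 higher and 1 lower interferon genes and 0 higher and 1 lower MHC class II genes), and DESeq2 called 1 higher and 1 lower and 0 higher and 0 lower. Their camera adjusted p were 0.953 and 0.295, and adjusted p = 0.989 and 0.752 with an estimated correlation.

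In KO-HFD against KO-NCD, camera gave an adjusted p under 0.05 to extracellular matrix genes (median log2 fold change 0.41, camera adjusted p = 1.72e-08, and adjusted p = 0.687 with an estimated correlation), fatty acid and triglyceride synthesis (-0.36, 3.38e-07, and adjusted p = 0.687 with an estimated correlation) and cholesterol biosynthesis (-0.33, 4.1e-07, and adjusted p = 0.687 with an estimated correlation). No member of these passed edgeR's test over all genes. Over the list alone, 7 extracellular matrix genes were higher, 7 synthesis genes lower and 1 higher, and 4 cholesterol genes lower and 1 higher. At an unadjusted p under 0.05, 11 extracellular matrix genes were higher and 9 cholesterol genes were lower and 1 higher, and DESeq2 called 4 extracellular matrix genes higher and 2 cholesterol genes lower and 1 higher. The other lists that passed camera had a camera adjusted p of 5.23e-05 to 0.0147, and adjusted p = 0.687 each with an estimated correlation. No member of them passed over all genes, and over the list alone 1 resident macrophage gene and 2 insulin signalling genes were lower, and 0 lipid-associated macrophage, immediate-early, fibroblast, mesothelial or mast cell genes passed. At an unadjusted p under 0.05, 2 resident macrophage and 4 insulin signalling genes were lower, and 1 lipid-associated macrophage, 5 immediate-early, 4 fibroblast, 0 mesothelial and 0 mast cell genes were higher, and DESeq2 called 1 and 2 lower and 0, 2, 0, 0 and 0 higher.

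The paper measured several genes in this tissue by qPCR and immunoblot, which have no deposited data, and their RNA-seq values in KO-HFD against WT-HFD were as follows, as log2 fold changes with an adjusted p from edgeR's quasi-likelihood test. P2rx7 was at 30.8 ± 3.37 CPM in KO-HFD and 46.8 ± 11.6 in WT-HFD (SD, n = 3), with -0.60 (adjusted p = 0.0479, lost without WT-HFD 1, WT-HFD 4, KO-HFD 1, KO-HFD 2 or KO-HFD 3, with no filter on low counts, with the replicate block and in the fit of 2 groups, where it was -0.71 to -0.48). P2rx4 was at 78 ± 4.65 against 138 ± 22.6 CPM (SD, n = 3), with -0.82 (adjusted p = 0.022, lost without WT-HFD 1, WT-HFD 4, KO-HFD 1 or KO-HFD 2 and with the replicate block, where it was -0.82 to -0.71). The cytokine genes were Ccl2 with -2.05 (adjusted p = 0.0302, lost without WT-HFD 2, WT-HFD 4, KO-HFD 2 or KO-HFD 3, with the replicate block and in the fit of 2 groups, where it was -2.08 to -1.55), Il1b with -5.53 (adjusted p = 0.0193, lost without WT-HFD 4, KO-HFD 1, KO-HFD 2 or KO-HFD 3, with the replicate block and in the fit of 2 groups, where it was -5.83 to -4.51, and -4.51 without WT-HFD 4), Il6 with -2.10 (adjusted p = 0.176, and -1.32 without WT-HFD 4) and Il10 with -1.80 (adjusted p = 0.0338, lost without WT-HFD 2, WT-HFD 4, KO-HFD 1, KO-HFD 2 or KO-HFD 3, with the replicate block and in the fit of 2 groups, where it was -2.02 to -1.40). Among inflammasome genes, Nlrp3 had -2.50 (adjusted p = 0.0331, lost without WT-HFD 2, WT-HFD 4, KO-HFD 1, KO-HFD 2 or KO-HFD 3, with the replicate block and in the fit of 2 groups, where it was -2.86 to -1.61, and -1.72 without WT-HFD 4), Casp1 -0.47 (adjusted p = 0.242) and Pycard -1.36 (adjusted p = 0.059, passing in DESeq2, over the 9895 genes of highest mean and in the fit of 2 groups, where it was -1.37 to -1.33). Ripk3 had -1.26 (adjusted p = 0.0411, lost without WT-HFD 2, WT-HFD 4, KO-HFD 1, KO-HFD 2 or KO-HFD 3 and with the replicate block, where it was -1.36 to -1.04), Itgax -2.39 (adjusted p = 0.0124, lost without KO-HFD 2 and in the fit of 2 groups, where it was -2.40 to -2.37, and -1.31 without WT-HFD 1) and Csf1r, whose promoter drives the recombinase, -0.74 (adjusted p = 0.0625, passing without WT-HFD 2 or KO-HFD 3 and in DESeq2, where it was -1.02 to -0.74), and the reference gene Ppia had 0.00 (adjusted p = 1). Leaving out KO-NCD 2 and KO-HFD 2 together ended each of these calls that ended without KO-HFD 2, other than that of P2rx4. Gja1, for which the paper's qPCR reports effects of genotype and of diet, had 0.18 (adjusted p = 0.741), and its levels in KO-NCD were 48.9, 149.8 and 67.1 CPM in libraries 1, 2 and 3. All 3 KO-HFD libraries lay below all 3 WT-HFD libraries for P2rx4, Ccl2, Il10, Pycard, Ripk3 and Itgax, a separation that chance gives, in either direction, to 10% of genes, and libraries of the groups overlapped for P2rx7, Il1b, Il6, Nlrp3, Casp1 and Csf1r.

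Between genotypes, 128 genes were higher in KO mice on both diets, where 68.8 would be if the calls on each diet were independent, and 62 were lower on both (99.9 if independent), while 290 went in opposite directions (169.9 if independent). Of the 128 and the 62, 5 and 1 lie on chromosome 10, which holds Gja1. The paper's WT mice carry floxed Gja1 as well, and the share of all tested genes on this chromosome was not counted. These counts are therefore no check on linked genes. Zfp949, a zinc finger gene, was at 83.9 ± 12.3 and 50.4 ± 2.72 CPM in KO-NCD and KO-HFD and 14.4 ± 0.913 and 13.3 ± 0.39 in WT-NCD and WT-HFD (SD, n = 3, log2 fold change 2.54 on NCD with adjusted p = 4.37e-06 and 1.92 on HFD with adjusted p = 6.54e-05 from edgeR's quasi-likelihood test). Serpina1b had a log2 fold change of 5.87 on NCD (adjusted p = 0.00352 from the same test). Nnt, the mitochondrial transhydrogenase that is mutated in some C57BL/6 substrains, had 1.04 on NCD (adjusted p = 0.0121, lost without WT-NCD 1, where it was 0.97) and 1.00 on HFD (adjusted p = 0.0104). Erdr1 had -3.79 (adjusted p = 0.00869) on NCD and -2.45 (adjusted p = 0.0246, lost without WT-HFD 4, KO-HFD 1 or KO-HFD 2, with the replicate block and in the fit of 2 groups, where it was -2.56 to -1.79, and -1.79 without WT-HFD 4) on HFD. Without WT-NCD 1 and WT-NCD 2, which hold most of the seminal vesicle transcripts, the calls of Serpina1b, Nnt and Erdr1 on NCD were lost, at log2 fold changes of 5.51, 0.93 and -3.67.

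Comparisons that share a group move together by design. Of the genes higher in WT-HFD than in WT-NCD, 1023 were lower in KO-HFD than in WT-HFD (222.4 if the calls were independent) and 15 were higher, and of those lower in WT-HFD, 917 were higher in KO-HFD (239.9 if independent) and 8 were lower. Over all genes, which are not independent replicates, the correlation of these fold changes was -0.546, against -0.54 to -0.454 in 20 simulations with the shared group and no changed genes, and the covariance, which grows with the size of the changes, was -1.25 against a mean of -0.173. With the WT-HFD libraries divided between the comparisons so that none was in both, the correlation of the differences in mean log2 CPM was -0.499 to -0.233 over 6 ways, and -0.53 with all 3 in both. KO-NCD and WT-HFD, both against WT-NCD, shared 525 higher genes (151.6 if independent) and 955 lower genes (237.3 if independent), with a correlation of 0.605 against 0.465 to 0.525 in the simulations and a covariance of 1.41 against a mean of 0.173. With the WT-NCD libraries divided, the correlation was 0.491 to 0.607, and 0.673 with all 3 in both. A way in which all libraries of the shared group stand apart stays in each of these values, and how much of each overlap of called genes comes from the shared group was not separated.

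The 6 libraries of a comparison split into 3 and 3 in 10 ways, the real one included, too few for a share under 0.05. For WT-HFD against WT-NCD, the real split gave 5881 genes and the highest other split 2, for KO-HFD against WT-HFD 2570 and 1, for KO-NCD against WT-NCD 2154 and 0, and for KO-HFD against KO-NCD 5 and 1, so that 1 of 10 splits, the real one, gave as many genes in each. At the study's thresholds, the real splits gave 5068, 3379 and 2697 genes and the highest others 617, 1090 and 717, again 1 of 10. For KO-HFD against KO-NCD at those thresholds, the real split gave 684 genes and 4 of 10 splits gave as many, with the highest at 1089. The 4 splits with KO-NCD 2 and KO-HFD 2 in 1 group gave 651, 906, 1010 and 1089, and of those that part all 3 pairs of equal number, the 3 other than the real one gave 130, 209 and 223. The blocked value, with the replicate block in the fit of all 12 libraries, was 674 at the study's thresholds. With the block in the KO libraries alone, a fit added after the counts were seen, it was 926. For the interaction, 1 of 100 splits, the real one, gave 2893 genes and the highest other 973. These splits do not keep KO libraries of equal number together, although those of number 1 and those of number 2 are alike. They also mix the genotypes within a group, which widens its spread. They thus cannot exclude chance.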
